# Cohesin composition and dosage independently affect early development in zebrafish

**DOI:** 10.1242/dev.202593

**Published:** 2024-08-01

**Authors:** Anastasia A. Labudina, Michael Meier, Gregory Gimenez, David Tatarakis, Sarada Ketharnathan, Bridget Mackie, Thomas F. Schilling, Jisha Antony, Julia A. Horsfield

**Keywords:** Cohesin, Rad21, Stag2, Cell fate, Zebrafish

## Abstract

Cohesin, a chromatin-associated protein complex with four core subunits (Smc1a, Smc3, Rad21 and either Stag1 or 2), has a central role in cell proliferation and gene expression in metazoans. Human developmental disorders termed ‘cohesinopathies’ are characterized by germline variants of cohesin or its regulators that do not entirely eliminate cohesin function. However, it is not clear whether mutations in individual cohesin subunits have independent developmental consequences. Here, we show that zebrafish *rad21* or *stag2b* mutants independently influence embryonic tailbud development. Both mutants have altered mesoderm induction, but only homozygous or heterozygous *rad21* mutation affects cell cycle gene expression. *stag2b* mutants have narrower notochords and reduced Wnt signaling in neuromesodermal progenitors as revealed by single-cell RNA sequencing. Stimulation of Wnt signaling rescues transcription and morphology in *stag2b*, but not *rad21*, mutants. Our results suggest that mutations altering the quantity versus composition of cohesin have independent developmental consequences, with implications for the understanding and management of cohesinopathies.

## INTRODUCTION

Cohesin is a multiprotein ring-shaped complex that is highly conserved from yeast to humans. The vertebrate mitotic cohesin ring consists of two structural maintenance of chromosomes subunits (Smc1a and Smc3) and an α-kleisin subunit, Rad21 (Huis in ’t Veld et al., 2014; Nasmyth and Haering, 2009). In vertebrates, Rad21 interacts with either one of two Stromalin subunits, Stag1 or Stag2, and collectively these subunits are necessary for the association of cohesin with DNA (Dorsett and Strom, 2012; Gruber et al., 2003; Horsfield et al., 2012). Additionally, Nipbl and Wapl modulate the residence of cohesin on chromatin: Nipbl facilitates loading of cohesin onto DNA (Ciosk et al., 2000), whereas Wapl facilitates its release (Kueng et al., 2006).

Cohesin is best known for its role in physically linking replicated sister chromatids to ensure the accurate transmission of genetic material to daughter cells during cell division (Nasmyth and Haering, 2009). In addition to mediating sister chromatin cohesion, the cohesin complex also functions to repair DNA double-strand breaks (Hou et al., 2022; Sjögren and Nasmyth, 2001; Watrin and Peters, 2006). Loss of functional cohesin results in mitotic arrest and cell death (Cukrov et al., 2018; Horsfield et al., 2007; Percival et al., 2015). Only a small fraction of cohesin is necessary for sister chromatid cohesion (Gerlich et al., 2006), suggesting that the observed high levels of cohesin in certain non-dividing cell types has important non-cell-cycle functions.

Cohesin also functions in 3D genome organization and the regulation of gene expression (Ball et al., 2014; Cuadrado and Losada, 2020; Dorsett and Strom, 2012; Horsfield, 2023; Nishiyama, 2019; Zhu and Wang, 2019). Loop extrusion activity by cohesin organizes DNA into topologically associated domains (TADs) that constrain the regulation of gene expression (Davidson et al., 2019; Fudenberg et al., 2016; Hnisz et al., 2016; Krijger and de Laat, 2016; Sanborn et al., 2015). The CCCTC-binding factor CTCF acts as a barrier to cohesin and limits loop extrusion between convergent CTCF sites (Mayerova et al., 2020; Rao et al., 2014), leading to the overlap of cohesin and CTCF at TAD boundaries (Dixon et al., 2012; Parelho et al., 2008; Rao et al., 2014; Wendt et al., 2008). In addition, cohesin has gene regulatory functions that are independent of CTCF (Meier et al., 2018; Schmidt et al., 2010). Sites bound by cohesin but not CTCF are frequent at tissue-specific enhancers and promoters (Kagey et al., 2010). Intra-TAD loops formed by cohesin can regulate transcription by mediating enhancer–promoter contacts (Marsman and Horsfield, 2012; Ochi et al., 2020). However, only a subset of enhancer–promoter contacts and DNA-looping events appear to depend on cohesin (Friman et al., 2023; Goel et al., 2023; Kane et al., 2022).

Germline cohesin insufficiency gives rise to a spectrum of multifactorial developmental disorders collectively known as ‘cohesinopathies’ (Ball et al., 2014; Horsfield et al., 2012). Typically, cohesinopathies result from heterozygous variants in cohesin subunits or their regulators (Horsfield et al., 2012). Cohesinopathies are associated with developmental delay, a diverse range of developmental anomalies, and intellectual disability (Piché et al., 2019). The best known cohesinopathy is Cornelia de Lange syndrome (CdLS; MIM #122470), a multisystem disorder encompassing delayed growth, neurological and intellectual dysfunction, limb abnormalities and gastrointestinal defects (Ireland et al., 1993; Jackson et al., 1993; Liu et al., 2009; Opitz and Reynolds, 1985). Well over half of CdLS cases are caused by genetic changes to *NIPBL* (Krantz et al., 2004; Tonkin et al., 2004), with changes to other cohesin-associated proteins found in a smaller subset of individuals with overlapping phenotypes. The specific presentation of CdLS varies according to the cohesin-associated protein affected by genetic changes (Cheung and Upton, 2015; Deardorff et al., 2020).

*RAD21* (MIM #606462) is among the five extensively studied genes associated with CdLS (Deardorff et al., 2012a, 2007; Krantz et al., 2004). Individuals with damaging genetic variants in *RAD21* display growth retardation, minor skeletal anomalies, and facial features that overlap with CdLS, but lack severe intellectual disabilities (Deardorff et al., 2012b). Variants of *RAD21* are also linked with Mungan Syndrome (MIM #611376) (Mungan et al., 2003), sclerocornea (Zhang et al., 2019) and holoprosencephaly (Kruszka et al., 2019). Most *RAD21* variants associated with cohesinopathy are truncations, missense mutations or in-frame deletions that are predicted to interrupt the interaction between RAD21 and SMC1A, SMC3 or STAG1/2 (Cheng et al., 2020; Krab et al., 2020). RAD21 physically bridges the SMC1A/SMC3 heads and facilitates the cohesin-loading process, likely by controlling the amount that complexes with DNA (Sun et al., 2023). Therefore, RAD21 abundance has the potential to directly modulate the quantity of cohesin complexes on DNA and its mutation or deficiency would result in a reduction in cohesin dose. Interestingly, the RAD21 protein must be intact for stable cohesin binding and looping at CTCF-CTCF sites, and must be present, but not necessarily intact, for looped contacts inside of CTCF domains (Liu and Dekker, 2022). Further supporting evidence suggests that the cohesion and loop-extrusion activities of cohesin can be separated experimentally and that cohesin uses distinct mechanisms to perform these two functions (Nagasaka et al., 2023).

Individuals with STAG2 deficiency also display features of cohesinopathies (Cratsenberg et al., 2021; Kruszka et al., 2019; Mullegama et al., 2017, 2019; Soardi et al., 2017). Loss-of-function variants in *STAG2* on the X chromosome are associated with Mullegama–Klein–Martinez syndrome (MKMS; MIM #301022) in females, but only missense variants are tolerated in males (Freyberger et al., 2021). Exome sequencing further established *STAG1* and *STAG2* variants in individuals with cohesinopathy phenotypes as loss of function (Yuan et al., 2019), and, recently, loss-of-function variants of *STAG2* have been categorized as X-linked cohesinopathies with features of CdLS (Mullegama et al., 2017; Soardi et al., 2017). For example, an individual with a mosaic *STAG2* variant was described to have developmental delay, microcephaly, and hemihypotrophy of the right side (Schmidt et al., 2022). A distinctive cohesinopathy involving Xq25 microduplication that exclusively affects *STAG2* gives rise to moderate intellectual disability, speech delay and facial dysmorphism (Gokce-Samar et al., 2022). Additionally, some cases exhibit structural brain malformations consistent with holoprosencephaly (Cratsenberg et al., 2021; Kruszka et al., 2019; Mullegama et al., 2017; Soardi et al., 2017). Several molecular studies show that STAG1 and STAG2 paralogs have distinct roles in 3D genome organization, but overlapping roles in the cell cycle (Cheng et al., 2022; Cuadrado and Losada, 2020; Kojic et al., 2018; Porter et al., 2023; Remeseiro et al., 2012; Viny et al., 2019). Moreover, STAG subunits can be detected at specific locations on DNA independently of the rest of the cohesin complex (Pherson et al., 2019; Porter et al., 2023). Deficiency in STAG2 leads to the upregulation of STAG1 and the substitution of STAG1 for STAG2 in the cohesin complex such that *STAG2* mutation leads to altered cohesin composition (Adane et al., 2021; Bailey et al., 2021).

Dysregulated expression of multiple genes downstream of cohesin deficiency is thought to be the predominant cause of cohesinopathies (Dorsett and Krantz, 2009; Horsfield et al., 2007; Liu and Krantz, 2008; McNairn and Gerton, 2008; Muto et al., 2011). Because human cohesinopathies with different genetic causes present with diverse phenotypes, it is possible that cohesin subunits independently modulate the transcription function of cohesin during development. This idea has not yet been tested in the early embryo when the developmental changes in cohesinopathies are determined. In this study, we compare the transcriptional and developmental consequences of depleting Rad21 with those induced by depletion of Stag2. Rad21 controls cohesin quantity on DNA (Sun et al., 2023), whereas Stag2 is thought to bind DNA independently and locate cohesin to enhancers (Kojic et al., 2018; Pherson et al., 2019; Porter et al., 2023). Therefore, we expect *stag2* mutants to interfere with cohesin's gene expression functions without interfering with the cell cycle. Because *stag1b* and *stag2b* mutants are viable (Ketharnathan et al., 2020) and the effects of *rad21* deficiency are dose dependent (Schuster et al., 2015), zebrafish offer a unique opportunity to investigate how cohesin complex quantity, versus cohesin complex composition, affects cell fate decisions in the early embryo (Muto and Schilling, 2017). To explore this question, we focused on the tailbud as a stem cell model.

The tailbud, located at the posterior end of the developing embryo, contains two populations of bipotent stem cells known as neuromesodermal progenitors (NMPs) and midline progenitor cells (MPCs) (Row et al., 2016; Steventon and Martin, 2022). These cells continuously divide and differentiate into neuroectoderm and mesoderm by activating cell type-specific transcription. By analyzing *rad21* heterozygous and homozygous mutants (reflecting cohesin dose) and *stag2b* mutants (reflecting cohesin type), we compare how the amount and composition of the cohesin complex affect transcription in tailbud cells. We find that, although *rad21* heterozygous mutants are viable and fertile, they exhibit altered expression of thousands of genes in the tailbud, including cell cycle regulators, demonstrating that decreased cohesin dose affects both cell cycle and gene expression. In contrast, cell cycle gene expression is largely unaffected in *stag2b* homozygous mutants, which are also viable and fertile. However, *stag2b* mutants show a unique narrowing of the midline mesodermal domain that forms the notochord.

Therefore, although both *rad21* and *stag2* cohesin mutants show deficiencies in mesoderm derived from NMPs and MPCs, the underlying molecular mechanisms are remarkably dissimilar. Rad21 deficiency blocks NMP differentiation leading to lack of mesodermal derivatives, whereas loss of *stag2* causes NMPs to downregulate Wnt signaling leading to epithelial-to-mesenchymal transition (EMT) defects. Changes in phenotype and gene expression unique to *stag2* mutants are rescued by stimulation of Wnt signaling by Gsk3 inhibition, to which Rad21-deficient embryos are impervious.

## RESULTS

### Combined loss of zebrafish Stag1b and Stag2b phenocopies the null cohesin mutation *rad21*

Zebrafish have four Stag paralogs: Stag1a, Stag1b, Stag2a and Stag2b. Individual *stag* mutant lines (except *stag2a*) were previously generated and are homozygous viable (Ketharnathan et al., 2020). To determine which paralogs are crucial for zebrafish development, we analyzed the consequences of combining *stag1a* and *stag2b* as well as *stag1b* and *stag2b* mutants.

*stag1b^−/−^*; *stag2b^−/−^* double-mutant embryos were developmentally delayed compared with wild type, and by ∼48 h post-fertilization (hpf), mutant embryos had arrested development presenting with small heads, pericardial edema, upward-bending tails, and no blood circulation (Fig. 1B compared with 1A). This phenotype resembles that of *rad21^−/−^* mutant embryos, which die as a result of mitotic catastrophe (Fig. 1C) (Horsfield et al., 2007). In contrast, *stag1a^−/−^*; *stag2b^−/−^* embryos developed normally and were homozygous viable and fertile, although a small proportion (∼5%) of *stag1a^−/−^*; *stag2b^−/−^* embryos displayed hemorrhaging above the notochord at 48 hpf (Fig. S1A).

**Fig. 1.**
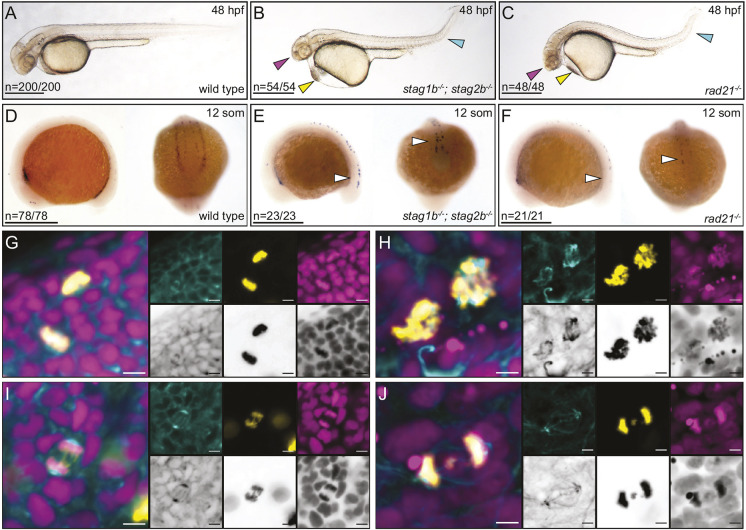
**Combined loss of zebrafish Stag1b and Stag2b phenocopies the null cohesin mutation *rad21*.** (A-C) Lateral views of representative wild-type (A), *stag1b*^−/−^; *stag2b*^−/−^ (B) and *rad21*^−/−^ (C) embryos at 48 h post-fertilization (hpf). Arrowheads indicate developmental anomalies: magenta for a small head, yellow for pericardial edema, and cyan for a kinked tail. (D-F) Expression of *runx1* at 12 somites in wild-type (D), *stag1b*^−/−^; *stag2b*^−/−^ (E) and *rad21*^−/−^ (F) embryos. Lateral and posterior views are shown. White arrowheads indicate the loss of *runx1* expression in PLM. The numbers in the lower left-hand corners of A-F indicate the number of embryos with similar expression patterns. (G-J) Confocal images of cell cycle progression in wild-type (G,I) and *stag1b^−/−^*; *stag2b^−/−^* (H,J) embryos at 48 hpf stained with anti-α-tubulin (cyan; main panel and left-hand insets), anti-phH3 (yellow; main panel and middle insets) antibodies and Hoechst (magenta; main panel and right-hand insets). Images are maximum intensity projections of three (0.15 μm) optical sections taken from the tail region of 48 hpf embryos. Scale bars: 500 μm (A-F); 5 μm (G-J).

The gene encoding the hematopoietic and neuronal transcription factor Runx1 is expressed in the anterior lateral plate mesoderm (ALM), the posterior lateral plate mesoderm (PLM), and in Rohon-Beard (RB) neurons in early zebrafish development (Fig. 1D) (Kalev-Zylinska et al., 2002). Rad21 is required for *runx1* expression in the PLM (Horsfield et al., 2007). We previously found that *runx1* expression is normal in individual *stag* mutants (Ketharnathan et al., 2020). However, we observed loss of *runx1* expression in the PLM of the *stag1b^−/−^*; *stag2b^−/−^* embryos and retained *runx1* expression in the ALM and RB neurons (Fig. 1E). This resembles changes in *runx1* expression in the *rad21^−/−^* mutant (Fig. 1F) (Horsfield et al., 2007), and is consistent with a requirement for an intact cohesin complex for *runx1* expression in the PLM. In contrast, *runx1* expression was normal in *stag1a^−/−^*; *stag2b^−/−^* embryos (Fig. S1B).

We next examined the morphology of mitotic cells in *stag1b^−/−^*; *stag2b^−/−^* embryos at 48 hpf (Fig. 1G-J). In contrast to wild-type embryos (Fig. 1G,I), condensed chromosomes were disorganized and abnormally distributed in *stag1b^−/−^*; *stag2b^−/−^* embryos (Fig. 1H). Lagging chromosomes failed to properly separate during anaphase, resulting in some chromosomes remaining in cell centers (Fig. 1J). These findings suggest that cells in *stag1b^−/−^*; *stag2b^−/−^* mutants lack functional cohesin by 48 hpf, leading to a mitotic blockade. Individual *stag* mutants (Ketharnathan et al., 2020) as well as the *stag1a^−/−^; stag2b^−/−^* double mutant, are homozygous viable. However, loss of both *stag1b* and *stag2b* is embryonic lethal and phenocopies the previously described *rad21^−/−^* mutant (Horsfield et al., 2007). Our results suggest that loss of Stag1b and Stag2b cannot be compensated for by Stag1a and Stag2a proteins in zebrafish.

### Cell division proceeds normally in early stage cohesin mutant embryos

Loss of cohesin in *rad21^−/−^* homozygotes or *stag1b^−/−^*; *stag2b^−/−^* double mutants has different effects on *runx1* expression compared with viable mutations in *stag* genes. Therefore, we were curious to know whether cell cycle effects due to cohesin deficiency could be responsible for gene expression changes, including *runx1.* Mitotic catastrophe occurs in embryos lacking functional cohesin at 48 hpf (Fig. 1H,J) (Horsfield et al., 2007). However, 16-somite *rad21^−/−^* homozygotes have sufficient maternally deposited cohesin to continue growth for another 24 h (Horsfield et al., 2007). We chose to compare cell cycle progression in *stag2b^−/−^* homozygotes with *rad21^−/−^* homozygotes and heterozygotes to determine whether these mutants exhibit altered cell cycle progression during early embryogenesis, the stage when *runx1* expression is disrupted.

Using bromodeoxyuridine (BrdU) incorporation to mark S phase and phosphorylated histone H3 (phH_3_) staining to mark G2/M cells, we found that S phase proceeds normally in cohesin mutants (Fig. 2A-F). Moreover, the presence of cells double positive for BrdU and phH_3_ indicated that cells progressed from S to M phase in cohesin mutant tailbuds (Fig. 2D-F). Flow cytometry showed no significant differences in the proportions of cells in G1 (2n), S (2-4n) and G2/M (4n) phases between cohesin-deficient tailbuds and wild-type controls (Fig. 2G, Fig. S2) with the exception of *rad21^−/−^* embryos, which had significantly reduced numbers of cells in S phase (Fig. S2F; *P*=0.0317 Mann–Whitney *U*-test). We conclude that cell division proceeds essentially normally, although *rad21^−/−^* embryos had slightly reduced numbers of cells in S phase. This is consistent with previous findings that, even when cohesin complex quantity is substantially reduced, there remains sufficient cohesin to progress through the cell cycle during early embryogenesis (Horsfield et al., 2007; Schuster et al., 2015).

**Fig. 2.**
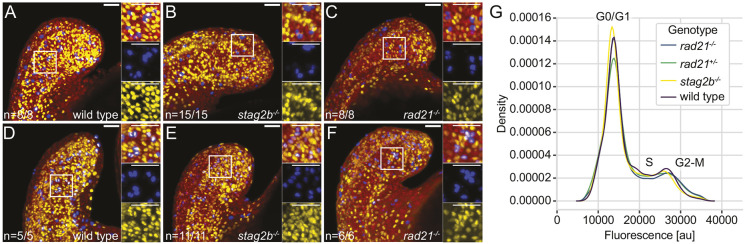
**The cell cycle is not blocked in cohesin mutants at the 16-somite stage.** (A-F) Confocal images showing S phase and M phase in wild-type (A,D), *stag2b*^−/−^ (B,E) and *rad21*^−/−^ (C,F) tailbuds at ∼16 hpf. S phases are detected with anti-BrdU (yellow) and M phases with anti-phH3 (blue) antibodies; nuclei are stained with Hoechst (red). BrdU incorporation was measured after incubation for 30 min (A-C) or 2 h (D-F). Insets show high-magnification images of the boxed areas. Images are maximum intensity projections of 33 (4.8 μm) optical sections. The numbers in the lower left-hand corners indicate the number of embryos with similar staining patterns. Scale bars: 40 μm. (G) Density plot (*y*-axis) showing the average signal of three replicates per genotype over fluorescence signal (DNA stain DRAQ5, *x*-axis; au, artificial units).

### Cohesin complex quantity and composition affect tailbud gene transcription differently

The zebrafish embryonic tailbud contains NMPs and MPCs as well as their neural and mesodermal derivatives (Fig. 3A) and therefore represents an ideal model in which to study changes in developmental gene transcription and cell fate decisions. Because Stag2 (rather than Stag1) is most likely to be involved in tissue-specific gene transcription (Casa et al., 2020; Cuadrado and Losada, 2020; Kojic et al., 2018; Viny et al., 2019), we compared *stag2b* homozygous mutants with *rad21* homozygotes and heterozygotes to determine how the type of cohesin subunit mutation affects transcription in tailbuds. We performed bulk RNA sequencing (RNA-seq) on four pools of 80 excised tailbuds from wild-type, *rad21^−/−^*, *rad21^+/−^* and *stag2b^−/−^* embryos stage-matched at 16 somites. Principal component analysis (PCA) separated samples into distinct groups based on their genotype (Fig. 3B). PC1 accounts for 61% of the variance and separated samples into two groups: homozygous and heterozygous *rad21* mutants versus wild type and *stag2b^−/−^* mutants. PC2 accounts for an additional 11% of the variance and separated *rad21* homozygotes from heterozygotes, and *stag2b* mutants from wild type.

**Fig. 3.**
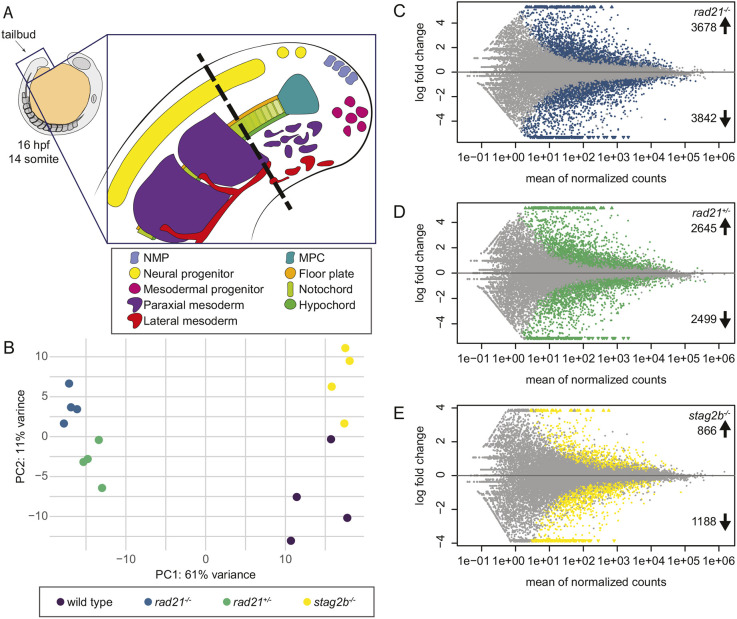
**Bulk RNA-seq analyses of Rad21- and Stag2b-deficient tailbuds.** (A) Schematic of progenitor cells and specialized tissues in the zebrafish tailbud. The zebrafish tailbud consists of two pools of bipotent progenitors: neuromesodermal progenitors (NMPs) and midline progenitor cells (MPCs). The dashed line shows the location of tailbud excision for RNA-seq. (B) Principal component analysis of gene expression in wild-type and cohesin-deficient tailbuds at the 16-somite stage. Genotypes are distinguished by color: wild-type samples are displayed in purple, *rad21^−/−^* in blue, *rad21^+/−^* in green, and *stag2b^−/−^* in yellow. (C-E) MA [M (log ratio) and A (mean average) scales] plots displaying changes in gene expression in *rad21^−/−^* (C), *rad21^+/−^* (D) and *stag2b^−/−^* (E) compared with wild-type tailbuds. Each dot represents a gene, with colored dots indicating those with significant (5% FDR) changes in expression; 7520 genes were dysregulated in *rad21*^−/−^ tailbuds (3678 up- and 3842 downregulated), and 5144 genes were dysregulated in *rad21^+/−^* tailbuds (2645 up- and 2499 downregulated). In contrast, *stag2b^−/−^* tailbuds had substantially fewer dysregulated genes (2054: 866 up- and 1188 downregulated).

Normalized transcript counts of the cohesin subunits in the different genotypes showed that *rad21* mutation is associated with reduced transcript counts of the other cohesin core subunits, *smc1a* and *smc3*, and increased transcript counts of *stag* subunits. In contrast, transcription of core subunits was unaffected or increased in *stag2b* mutants, and *stag1b* transcript counts increased (Fig. S3). These findings are consistent with the idea that *rad21* mutation reduces cohesin quantity, whereas *stag2b* mutation alters cohesin composition. Differential gene expression analysis (Love et al., 2014) revealed that 7250 genes are dysregulated in *rad21* homozygotes (Fig. 3C), 5144 in *rad21* heterozygotes (Fig. 3D) and 2054 in *stag2b* homozygotes (Fig. 3E). Notably, survivable changes in cohesin dose (*rad21^+/−^*) and composition (*stag2b^−/−^*) strongly affected transcription in the tailbud, indicating that normal levels and subunit makeup of the cohesin complex are important for gene expression.

Of the shared significantly dysregulated genes in cohesin mutant tailbuds, 311 were upregulated and 312 were downregulated in all cohesin-deficient tailbuds (Fig. S4A,B), with the highest overlap between *rad21^+/−^* and *rad21^−/−^*. Pathway enrichment analysis using Metascape (Zhou et al., 2019) showed that muscle organ development and energy metabolism were upregulated in all three genotypes, with the highest similarity between *rad21^+/−^* and *rad21^−/−^* (Fig. S4C). Of the downregulated gene pathways, none was conserved across all three genotypes, and more pathways were shared between *stag2b^+/−^* and *rad21^−/−^* than with *rad21^+/−^*. A significant number of terms were unique to *rad21^−/−^* tailbuds, including ‘regulation of cell fate specification’, suggesting possible dysregulation of tailbud progenitor differentiation (Fig. S4D). Pathway enrichment analysis of significantly downregulated genes in *rad21^−/−^* tailbuds using Reactome (Yu and He, 2016) revealed 26 significantly affected pathways, with top hits associated with mitosis and DNA-damage repair (Fig. S5). The most affected genes were associated with cell cycle control, with 165 genes significantly downregulated in *rad21^−/−^*. Although pathways involved in cell cycle control did not reach a significance threshold in other mutants, 79 cell cycle genes were significantly downregulated in *rad21^+/−^* and 13 in *stag2b^−/−^* (Tables S1-S3).

The number of shared dysregulated genes between genotypes suggests that transcriptional changes in *rad21^+/−^* mutants more closely resemble those of *rad21^−/−^* than *stag2b^−/−^* mutants (Fig. S4A-D). Transcriptional changes reflect genotype rather than viability through to adulthood: *rad21^+/−^* and *stag2b^−/−^* mutants are viable and *rad21^−/−^* mutants are not. Additionally, the results suggest that, consistent with the small effect on cell cycle progression in *rad21* mutants during early embryogenesis (Fig. 2), strong transcriptional changes relate to the expression of cell cycle genes in this genotype.

### Subunit-specific effects of cohesin deficiency on transcription in tailbud cell populations

To assess how cohesin deficiency versus composition affects cell fate decisions in the tailbud, we used the bulk RNA-seq data to quantify the expression of genes that mark progenitor cells and their derivatives. We used *rad21^−/−^* as a genotype that represents cohesin deficiency and *stag2b*^−/−^ as a genotype that corresponds to altered cohesin composition.

Tailbud NMPs give rise to mesoderm and neuronal fates, whereas MPCs give rise to floorplate, notochord and hypochord (Fig. 3A). In *rad21^−/−^* tailbuds, genes marking NMPs were upregulated, neural genes were dysregulated (both up- and downregulated) and genes marking all mesoderm fates were downregulated, including lateral mesoderm that may not derive from NMPs (Fig. 4A). In contrast, NMP and mesoderm marker genes were more subtly affected in *stag2b^−/−^* tailbuds, with non-significant downregulation of *tbxta*, *tbxtb*, *tbx16* and *msgn1* (see Fig. S6 for additional expression data). *stag2b^−/−^* tailbuds had increased expression of genes that mark mature somites and decreased expression of genes marking lateral mesoderm (Fig. 4B).

**Fig. 4.**
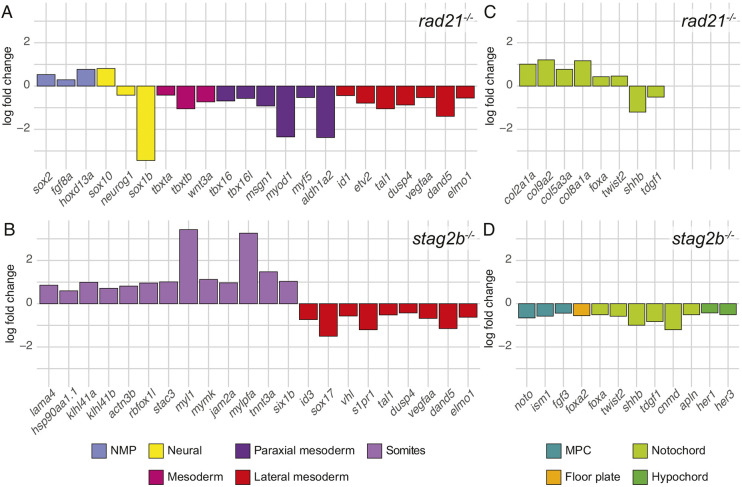
**Expression of genes that mark progenitor cells and their derivatives in *rad21* and *stag2b* homozygous mutant tailbuds.** (A-D) Bar graphs displaying log2 fold changes of significantly (5% FDR) dysregulated marker genes in *rad21^−/−^* (A,C) and *stag2b^−/−^* (B,D) tailbuds compared with wild type. The different categories of marker genes are represented by different colors as specified in the key.

Genes that mark MPCs were expressed normally in *rad21^−/−^*. However, genes encoding notochord-specific collagens were upregulated, and some notochord markers were significantly dysregulated (Fig. 4C). In contrast, genes expressed in MPCs and midline tissues derived from MPCs were significantly downregulated in *stag2b^−/−^* tailbuds (Fig. 4D). These results suggest that *rad21* deficiency causes a block in NMP differentiation, whereas *stag2b* mutation affects either the composition of mesoderm, or mesoderm gene expression, in tailbuds. Moreover, *rad21* mutation had little effect on midline progenitors (with some effect on MPC derivatives), whereas *stag2b* mutation reduced transcription of genes expressed in MPCs and all derivatives.

### *rad21* and *stag2b* mutants have different tailbud phenotypes

We next investigated whether gene expression changes reflect gross developmental changes in the tailbud in *rad21* and *stag2b* mutants by imaging tailbud cell populations. NMPs are marked by *sox2* and *tbxta* co-expression (Fig. S7). MPCs, a thin band of cells at the end of the notochord, also co-express *sox2* and *tbxta*. Mesoderm progenitors express *tbxta* but not *sox2*, and differentiate into paraxial mesoderm, labeled by *tbx16* expression. *sox2* expression alone labels neural progenitors, lateral mesoderm, the floor plate, and the hypochord (Fig. 3A, Fig. S7) (Steventon and Martin, 2022). We used hybridization chain reaction (HCR) combined with fluorescence *in situ* hybridization (RNA-FISH) to visualize the distribution of *sox2*, *tbxta* and *tbx16* transcripts in cohesin-deficient tailbuds (Fig. 5).

**Fig. 5.**
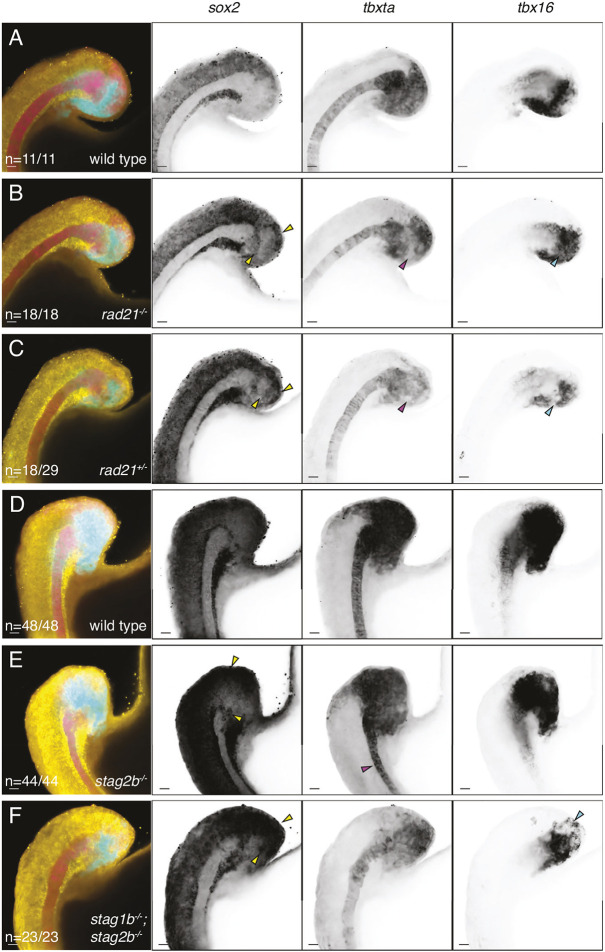
**Distribution of *sox2*, *tbxta* and *tbx16* transcripts in cohesin-deficient tailbuds.** (A-F) Wild-type (A,D), *rad21*^−/−^ (B), *rad21*^+/−^ (C), *stag2b*^−/−^ (E) and *stag1b*^−/−^; *stag2b*^−/−^ (F) zebrafish tailbuds at the 16-somite stage showing expression of *sox2* (yellow), *tbxta* (magenta) and *tbx16* (cyan). Increased *sox2* expression in the NMP region and ectopic expression of *sox2* in the mesoderm is indicated by yellow arrowheads (B,C,E,F). Pink arrowheads point to the loss of *tbxta* expression in the region of mesodermal induction (B,C) and the narrow notochord (E), and cyan arrowheads indicate a decrease in *tbx16* expression (B,C,F). Images are maximum intensity projections of three (4.8 μm) optical sections. The number of embryos with each expression pattern out of the total analyzed is noted at the bottom left of the merged panels. Scale bars: 20 μm.

In *rad21^−/−^* homozygotes (Fig. 5B compared with 5A) and in *stag1b*^−/−^; *stag2b*^−/−^ double mutants (Fig. 5F compared with 5D), *sox2* expression was expanded at the posterior wall of the tailbud, and the zone of *sox2* expression extended into mesoderm progenitors was accompanied by a reduction of *tbxta* expression in these cells. Expression of *tbx16* was restricted to a smaller area than in wild type. Approximately two-thirds of heterozygous *rad21^+/−^* embryos displayed similar expression changes, resembling homozygotes (Fig. 5C compared with 5A). Like *rad21* mutants, *stag2b^−/−^* mutants had expanded *sox2* expression in the posterior wall of the tailbud (Fig. 5E compared with 5D). However, in *stag2b^−/−^*, *tbx16* expression appeared normal, whereas the notochord, visualized by *tbxta* expression, was narrower and did not widen at the posterior end where MPCs reside. Ectopic expression of *sox2* was also observed in this region (Fig. 5E).

We measured the thickness of the notochord (as defined by *tbxta* expression) in wild-type and cohesin-deficient embryos (Fig. 6A,B) and confirmed that notochords were significantly narrower (*P*≤0.0001) in *stag2b^−/−^* embryos (Fig. 6C). In contrast, notochord width in *rad21* homozygous and heterozygous embryos was similar to that of wild type (Fig. 6C). Surprisingly, *stag1b^−/−^*; *stag2b^−/−^* double mutant embryos had notochords that were normal width (Fig. 5F, Fig. 6C). Therefore, the narrow notochord phenotype was unique to *stag2b^−/−^*, suggesting that the loss of Stag2b impacts MPC differentiation. Because the narrow notochord phenotype was absent in *rad21* mutants and *stag1b^−/−^*; *stag2b^−/−^* double mutants, complete cohesin loss is likely epistatic to the narrowed notochord in *stag2b^−/−^* mutants.

**Fig. 6.**
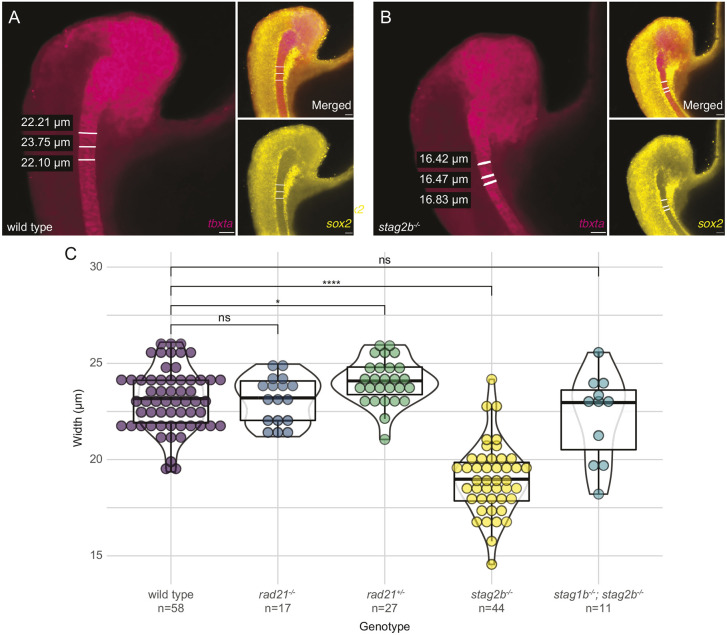
**Narrower notochords in *stag2b* mutants are rescued by additional *stag1b* mutation.** (A,B) Examples of notochord width measurement using *tbxta* expression (magenta) and absence of *sox2* expression (yellow) represented by tailbud images also shown in Fig. 5D,E. Scale bars: 20 μm. (C) Violin plots with overlaid box plots visualizing measurements of notochord width. The box plot limits indicate the interquartile range (IQR) between the first quartile (Q1) and the third quartile (Q3), the horizontal line inside the box represents the median (second quartile, Q2), and the whiskers extend to the smallest and largest values within 1.5× the IQR from Q1 and Q3, respectively, with any points outside this range considered outliers. The genotype and the number of embryos measured in each group are indicated on the *x*-axis. Significance was determined using an unpaired *t*-test: *P<0.05, ****P<0.0001. ns, not significant.

Altogether, our results indicate that different cohesin mutations have different effects on cell populations in the tailbud. Loss of cohesin quantity in *rad21* mutants and *stag1b^−/−^*; *stag2b^−/−^* double mutants caused reduction of *tbx16* and expansion of *sox2* expression, consistent with lack of mesoderm induction. In contrast, *stag2b* mutation (which alters cohesin composition) leads to a narrower notochord.

### Altered cell populations in *stag2b^−/−^* tailbuds likely result from downregulated Wnt signaling in NMPs

It is possible that altered cohesin composition through *stag2b* mutation has unique transcriptional effects on cell fate in the tailbud. 

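Tailbuds, the posterior end of the embryo that holds the neuromesodermal progenitors (NMPs) and the tissues they feed, were pooled by genotype and dissociated, and single cells were captured in droplets (10x Genomics). In this assay each transcript molecule carries the barcode of its cell and a unique molecular identifier (UMI), so that molecules rather than amplified reads are counted. There was 1 library for wild type and 1 for *stag2b-/-*, each from a pool of 30 tailbuds at the 16-somite stage (16 hpf). The public sample labels give AB as the wild-type strain and v2 as the kit version, whereas the methods give WIK and v3. The authors mapped the reads to GRCz11 with Cell Ranger, intronic reads included, and deposited raw UMI counts per gene for the barcodes called as cells, before doublet removal and further filtering. Wild type held 303216340 UMIs over 18704 barcodes, with a median of 15695.5 UMIs and 3651 genes per barcode. *stag2b-/-* held 393322847 UMIs over 26360 barcodes, with a median of 13921.5 UMIs and 3561 genes. After filtering, 17353 wild-type and 23185 *stag2b-/-* cells were kept, with median depths of 15236 and 13222 UMIs. Counts were scaled to 10000 per cell, log-transformed and standardized within each library, and cells were clustered jointly at Leiden resolution 0.4. UMIs were then summed over the cells of each class and library and expressed relative to the sum of all genes (CPM). Values per cell that depend on depth were computed after thinning each cell to 5000 UMIs, which left out 1338 wild-type and 2265 *stag2b-/-* cells. The targeted gene, *stag2b* (ENSDARG00000053668), had a log2 ratio of −0.85 (*stag2b-/-* over wild type) over all kept cells, and it was lower in *stag2b-/-* in all 11 named classes. Because each genotype is represented by 1 library, no test between genotypes was made, and a difference between libraries could not be separated from a difference between genotypes. All intervals are exact 95% intervals (Clopper-Pearson for shares, Poisson for UMI counts, conditional binomial for ratios) and cover counting error only. The log2 ratio of the median gene was 0.11 in NMP-like and notochord-like cells and 0.19 in anterior paraxial mesoderm-like cells, so that a gene moving with the median gene has that value rather than 0.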

We chose to investigate this possibility further using single-cell RNA-seq of *stag2b^−/−^* tailbuds compared with wild type at the 16-somite stage.

We integrated the single-cell RNA-seq datasets from wild-type and *stag2b^−/−^* tailbuds and annotated clusters representing major cell types based on their gene expression profiles (Fig. S8A). 

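Here, joint clustering of the kept cells gave 21 clusters. Clusters were named by marker genes taken from the paper's own annotation and from known lineage genes, and 20 of them fell into 11 classes. The thresholds for naming (at least 3 markers raised, median fold of the markers above that of other cells) were set after the clusters had been seen. Cluster 7 (NMP-like) was led by *tll1*, *cyp26a1* and *ephb4b*, with *eve1*, *wnt8a* and *wnt8a-1* among its 10 leading genes. Clusters 4 and 9 were both anterior paraxial mesoderm-like, led by *ripply1*, *kazald2* and *mespab* in the former and by *aldh1a2*, *mespba* and *dmrt2a* in the latter. Clusters 3 and 8 were posterior paraxial mesoderm-like, with *msgn1* and *tbx16l* among their leading genes. Clusters 13 and 15 were notochord-like, with *foxa2* and *loxl5b* among the leading genes of both. Cluster 2 met the criteria of no class and was left unnamed. It was led by *zgc:56585*, *snai1a* and *ved*. Its 10 leading genes also included *hes6* and *msgn1*, both markers of posterior paraxial mesoderm. Its cells were shallow, with a median of 7110 UMIs in wild type and 6135 in *stag2b-/-*. It held 14.3% of wild-type cells (13.8 to 14.9%) and 10.9% of *stag2b-/-* cells (10.5 to 11.4%).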

All cell types were present in both wild-type and *stag2b^−/−^* samples (Fig. 7A), with minor changes in clusters reflecting altered expression of cell type-specific markers observed in the bulk RNA-seq analysis (Fig. 4C,D). 

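Each of the 11 named classes held cells of both libraries. The smallest was the epidermis 2-like class, with 225 wild-type and 172 stag2b mutant cells, or 1.30% (1.13 to 1.48%) and 0.742% (0.635 to 0.861%) of the cells kept. NMP-like cells made up 7.15% of wild type (6.77 to 7.55%) and 7.28% of stag2b mutant (6.95 to 7.63%), a difference within counting error. Neural tube-like, neuron-like and intermediate mesoderm-like cells also had overlapping intervals, at 22.6% and 22.9%, 1.49% and 1.51%, and 2.75% and 3.08% in wild type and stag2b mutant, respectively. The intervals of the other 7 classes did not overlap between the libraries, with 3 classes larger and 4 smaller in stag2b mutant.

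**Figure D1:**
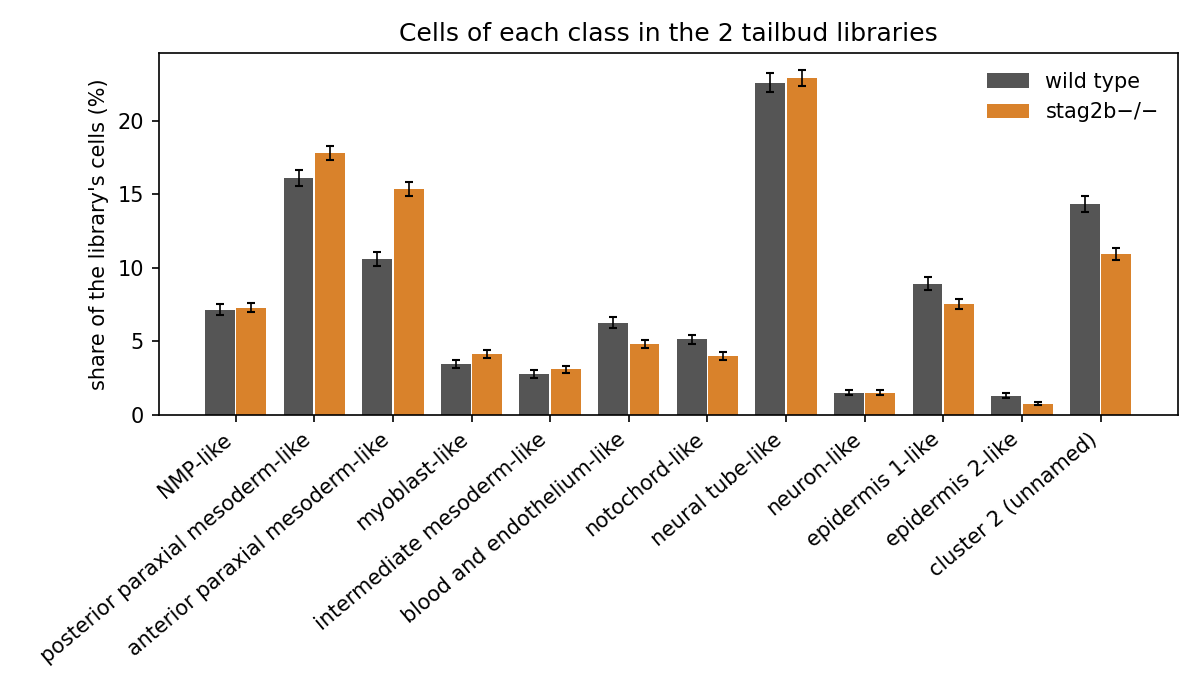
Share of each library's kept cells (%) in the 11 named classes and in unnamed cluster 2, wild type in gray and stag2b mutant in orange, with exact 95% binomial intervals for counting error as error bars. The anterior paraxial mesoderm-like bars are farthest apart, at 10.6% and 15.3%.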

Cell numbers were in slightly different proportions for some clusters (Fig. 7B), with the biggest change being increased numbers of ‘anterior paraxial mesoderm 1’ cells in *stag2b^−/−^* tailbuds compared with wild type (Fig. 7B).

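Anterior paraxial mesoderm-like cells numbered 1834 of 17353 in wild type and 3554 of 23185 in *stag2b-/-*. Their share was 10.6% (10.1 to 11.0%) in wild type and 15.3% (14.9 to 15.8%) in *stag2b-/-*, a difference of 4.76 percentage points. The difference lay in cluster 4, which rose from 7.21% (6.83 to 7.60%) to 11.9% (11.5 to 12.3%). Cluster 9, of the same class, held 3.36% and 3.42% of the cells. The next largest difference between the libraries was that of unnamed cluster 2, at −3.39 percentage points. The alternative that moved the result most was clustering without standardizing each gene within its library. Clusters then separated by library, and the anterior paraxial mesoderm-like share was 28.1% in wild type and 21.6% in *stag2b-/-*.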

**Fig. 7.**
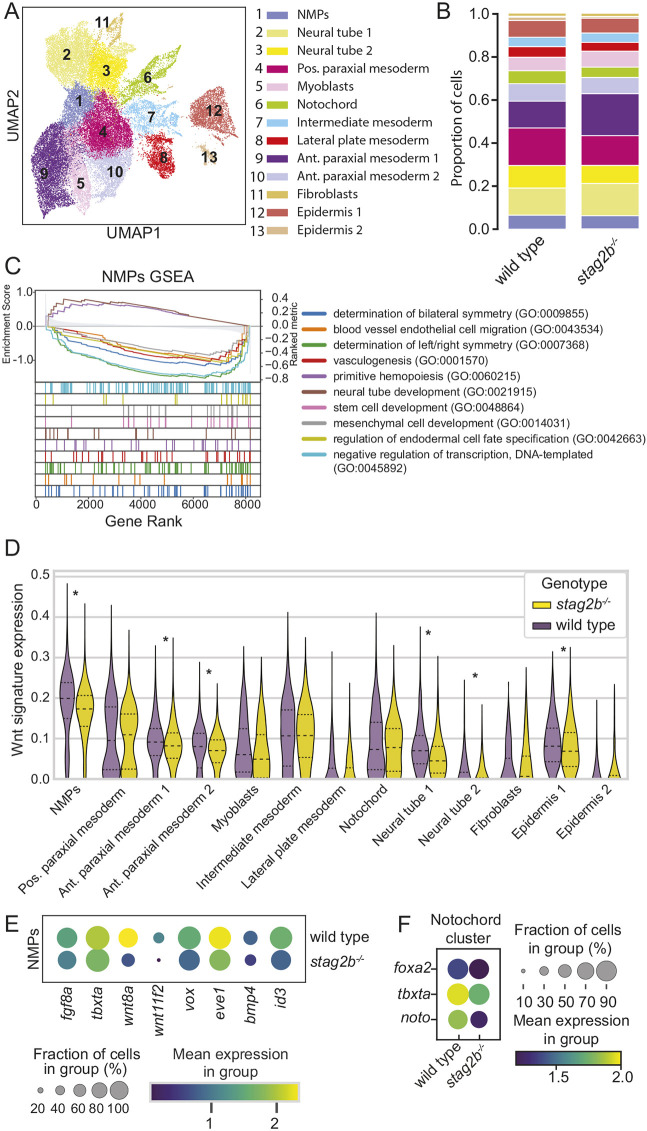
**Single-cell RNA-seq of tailbuds from embryos at the 16-somite stage shows disruption of Wnt signaling in *stag2b*^−/−^ NMPs.** (A) UMAP dimensional reduction of two integrated datasets of wild-type (15,298 cells) and *stag2b^−/−^* (21,278 cells) tailbud samples (total 36,576 cells) with clustering of the major cell types. (B) Stacked bar graph showing cell type proportions in wild type and *stag2b^−/−^*, color-coded according to the key in A. (C) Gene set enrichments for genes ranked by Z score for differential expression between wild-type and *stag2b^−/−^* NMP clusters. (D) Violin plot of Wnt gene expression signature (log-normalized) among different cell types in *stag2b^−/−^* (yellow) and wild-type (purple) embryos. Horizontal dashed lines represent 25th, 50th and 75th percentile. Wilcoxon rank-sum test with 5% FDR. *P<0.05. (E) Dot plot showing the mean expression of DEGs part of FGF, Wnt and BMP pathways in the NMP cluster in wild-type and *stag2b^−/−^* embryos. (F) Dot plot of DEGs in the notochord cluster.

Curious as to why the anterior paraxial mesoderm would separate into two clusters despite expressing the same lineage genes (Fig. S8A), we further quantified and plotted the expression of cell cycle status genes (Fig. S9A-C). This analysis showed that ‘anterior paraxial mesoderm 1’ is distinct from ‘anterior paraxial mesoderm 2’ by having more cells in G0/G1 and S phase, whereas all cells are in either G2/M (>90%) or S phase in ‘anterior paraxial mesoderm 2’ (Fig. S9D-F). 

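Phases were assigned by Scanpy's cell cycle scores from 43 zebrafish S genes and 52 G2/M genes, the counterparts of the human lists, in cells thinned to an equal depth. In wild type, cluster 4 held 4.52% (3.43 to 5.83%) of 1238 cells in G0/G1, 19.6% (17.4 to 22.0%) in S and 75.8% (73.4 to 78.2%) in G2/M. Of 577 wild-type cells in cluster 9, 99.1% (98.0 to 99.7%) were in G2/M and 0.867% (0.282 to 2.01%) in S, and none was in G0/G1. The assignment depended on how the human symbols were carried over. With lower-case symbols alone (39 S genes and 40 G2/M genes), cluster 4 of wild type had 46.7% of cells in G0/G1, 34.9% in S and 18.4% in G2/M, and cluster 9 had 95.8% in G2/M. Under both gene lists, cells in G0/G1 were in cluster 4 and nearly absent from cluster 9.

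**Figure D2:**
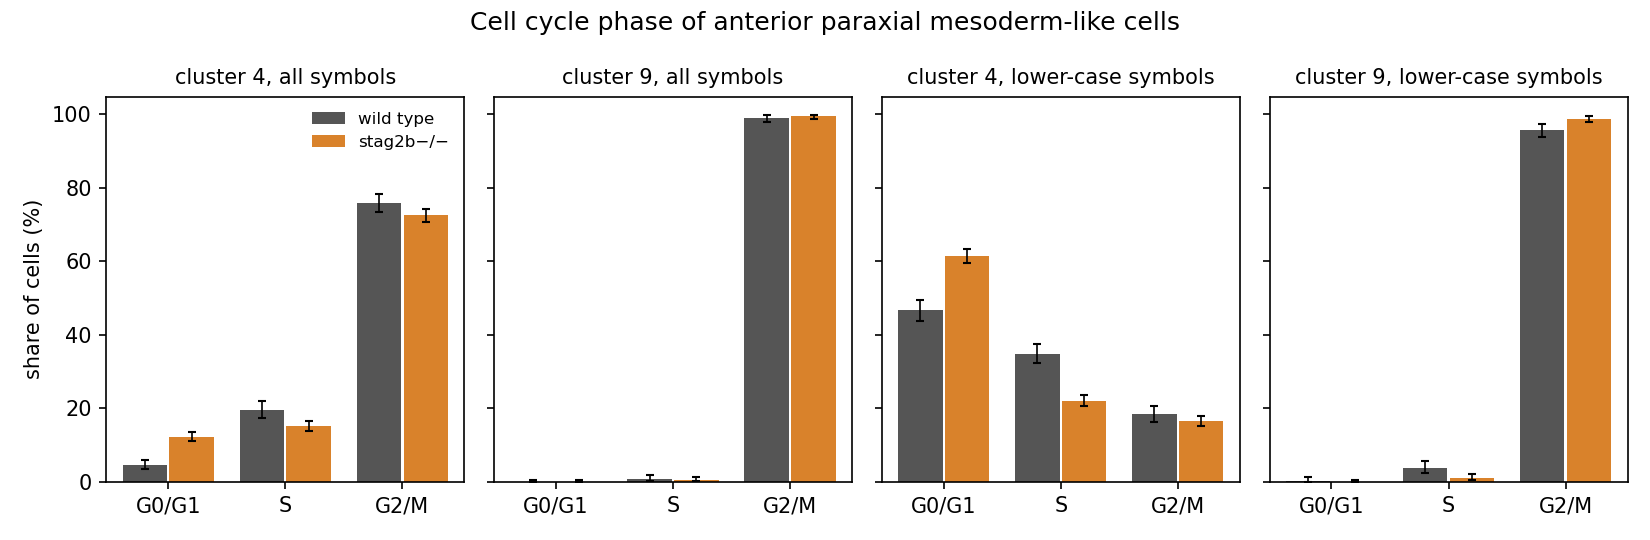
Share of cells (%) in G0/G1, S and G2/M in the anterior paraxial mesoderm-like clusters 4 and 9, wild type in gray and stag2b mutant in orange, after thinning to 5000 UMIs, with exact 95% binomial intervals as error bars. G0/G1 cells are seen in cluster 4 both with all symbols and with lower-case symbols alone.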

In *stag2b^−/−^*, ‘anterior paraxial mesoderm 1’ cells were more likely to be in G0/G1 phase with fewer cells in S phase compared with wild type. This finding suggests that gene expression or cell population changes in *stag2b* mutants may not be entirely independent of the cell cycle.

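In cluster 4, the G0/G1 share was 12.3% (11.1 to 13.6%) of 2689 *stag2b-/-* cells, 7.75 percentage points above wild type. The S share was 15.2% (13.8 to 16.6%), or 4.46 points below wild type, and these intervals did not overlap those of wild type either. The G2/M share of cluster 4 was 72.6% (70.8 to 74.2%). Over clusters 4 and 9 together, G0/G1 rose from 3.09% (2.34 to 3.99%) to 9.52% (8.56 to 10.5%), whereas the S share went from 13.7% (12.1 to 15.3%) to 11.9% (10.8 to 13.0%), with overlapping intervals. Without thinning, G0/G1 in these cells was 5.62% in wild type and 18.3% in *stag2b-/-*, and S was 22.2% and 15.5%. In cluster 4 alone, the differences without thinning were 15.3 points for G0/G1 and −11.9 points for S. The choice of gene list moved the result as well. With lower-case symbols alone, G0/G1 in cluster 4 was 61.4% (59.6 to 63.3%) and S was 22.1% (20.5 to 23.7%) in *stag2b-/-*, differences of 14.7 and −12.8 points from wild type. The S list includes *rrm2*, which was at least 4-fold higher in *stag2b-/-* in all 9 named classes that expressed it. Without it, the S share of cluster 4 differed by −5.22 points. RNA free in the droplets enters these scores and was not corrected for.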

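NMP-like cells yielded 1241 cells in wild type and 1689 in *stag2b-/-*. Of 2988 genes with at least 50 CPM in the higher library, the 5 with the largest rise in *stag2b-/-* were *si:dkey-286j15.3* (log2 ratio 3.82, interval 3.59 to 4.07), *csrp1b* (3.64), *rrm2* (3.58), *znfl1k* (3.05) and *s100a1* (2.99). The 5 with the largest fall were *CABZ01079276.1* (log2 ratio −4.88, interval −5.26 to −4.52), *si:dkey-102m7.3* (−4.03), *hsp70.2* (−3.89), *exosc3* (−3.81) and *gpx4a* (−3.01). Each of these 10 genes was also at least 4-fold apart in the same direction in every named class that expressed them, and so are not particular to NMP-like cells. In NMP-like cells the other cohesin genes had log2 ratios of 0.76 (0.60 to 0.93) for *stag1a*, 0.42 (0.32 to 0.53) for *stag1b*, 0.37 for *stag2a* and 0.12 (0.07 to 0.16) for *rad21a*, the last no different from the median gene. Of the 970 genes in Table S4, 968 had the same sign here, and the table's log fold changes and the log2 ratios had a Spearman correlation of 0.989 across genes, which are not independent replicates.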

NMPs give rise to paraxial mesoderm and to determine whether this process is disturbed in *stag2b^−/−^* embryos we performed pseudo-bulk differential gene expression and gene set enrichment analysis (GSEA) on NMPs and mesoderm clusters (Fig. S10, Table S4). GSEA showed that NMP clusters had downregulated pathways related to stem cell development (GO:0048864), mesenchymal cell development (GO:0048864) and determination of left/right symmetry (GO:0043534) (Fig. 7C, Tables S4, S5). These processes are in part positively regulated by canonical Wnt signaling.

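The gene sets themselves were not used here. The leading genes that Table S5 lists for each term were chosen by the study on these same libraries, so their values are not independent evidence. Stem cell development and mesenchymal cell development have the same 11 leading genes, of which 10 had at least 10 UMIs in NMP-like cells. All 10 were lower in *stag2b-/-*, with a median log2 ratio of −0.70 and a range from −3.77 (*tbx1*) to −0.09 (*dla*). Among 10000 random lists of equal size matched on expression, 95% had medians between −0.20 and 0.38. For determination of left/right symmetry, 26 of the 28 leading genes reached 10 UMIs and all 26 were lower, with a median of −0.65. The lowest was *ttc25* at −2.05.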

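The Wnt signature was scored per cell with Scanpy from the 102 genes of Table S6, as the mean log expression of the list less that of control genes. In NMP-like cells the mean score was 0.216 (SD 0.0623 over 1217 cells) in wild type and 0.171 (SD 0.0560 over 1656 cells) in *stag2b-/-*, a difference of −0.0452. In anterior paraxial mesoderm-like cells it was 0.0785 (SD 0.0392) and 0.0660 (SD 0.0387), a difference of −0.0125. These differences are smaller than the SD between cells. The mean fell further than in anterior paraxial mesoderm-like cells in posterior paraxial mesoderm-like (−0.0190), notochord-like (−0.0147) and intermediate mesoderm-like cells (−0.0140). The remaining classes other than NMP-like cells had smaller falls or a rise. Class means pool clusters of high and low UMI count, in proportions that differed between the libraries. In the high-UMI clusters alone, the mean changed by −0.0317 in notochord-like, −0.0256 in neural tube-like and −0.0135 in epidermis 1-like cells. These falls were larger than that of anterior paraxial mesoderm-like cells. Those of the blood and endothelium-like (−0.0112), myoblast-like (−0.00870) and neuron-like (−0.00624) high-UMI clusters were smaller. Both the mean and the median score were lower in *stag2b-/-* in 9 of the 11 named classes. They were higher in epidermis 2-like cells and about equal in neuron-like cells (mean difference −0.000156, median difference 0.00740). With *tbxta*, *wnt8a*, *wnt8a-1*, *wnt11f2*, *vox*, *eve1*, *fgf8a* and *bmp4* left out of the list, the NMP-like difference was −0.0131. The median log2 ratio of the list in NMP-like cells was −0.11, at the 0.08 percentile of random lists matched on expression. At resolution 0.8 the NMP-like class was larger and shallower. It held 1812 wild-type and 2001 *stag2b-/-* cells, with medians of 13339.5 and 12746 UMIs. The median log2 ratio of the list was then 0.01, with 41 genes lower and 43 higher, and lay at the 6.42 percentile, within the range of random lists. In the other alternative clusterings it lay between the 0.01 percentile (all variable genes) and the 1.47 percentile (no standardization within libraries), below that range. Without the 8 genes named above, the median was −0.06, at the 1.14 percentile. *wnt8a* (ENSDARG00000052910) had 271 CPM (264 to 278) in wild-type and 74.4 CPM (71.1 to 77.8) in *stag2b-/-* NMP-like cells, a log2 ratio of −1.87 (−1.94 to −1.79). *wnt8a-1* (ENSDARG00000078507) fell from 408 to 130 CPM, a log2 ratio of −1.65 (−1.71 to −1.59). *wnt11f2* had the lowest ratio, −2.41 (−2.62 to −2.20), at 48.3 and 9.09 CPM. *tbxta* was the most abundant of these genes, at 1023 CPM in wild type and 781 CPM in *stag2b-/-*, a log2 ratio of −0.39 (−0.42 to −0.36). For *vox* and *eve1*, the log2 ratios were −1.16 (−1.20 to −1.12) and −0.58 (−0.62 to −0.53). Under each alternative these 6 genes stayed lower in *stag2b-/-*, *wnt8a-1* moving most, between −1.84 and −1.52. A *wnt8a* UMI was found in 64.5% of thinned wild-type NMP-like cells and 28.8% of *stag2b-/-* cells, against 0.276% and 0.122% of epidermis 1-like cells, which should lack it. Before thinning, the shares in NMP-like cells were 89.9% and 55.4%. The median depths were 17887 and 14475 UMIs in NMP-like cells and 19649 and 15360 UMIs in epidermis 1-like cells of wild type and *stag2b-/-*, and thinning left out 24 and 33 NMP-like and 97 and 108 epidermis 1-like cells.

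**Figure D3:**
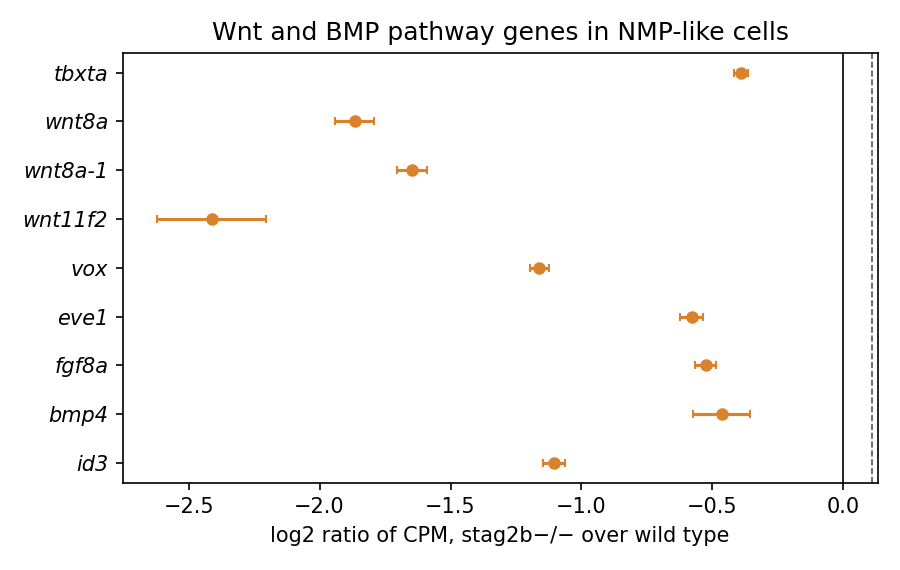
Log2 ratio of CPM (stag2b mutant over wild type) of *tbxta*, *wnt8a*, *wnt8a-1*, *wnt11f2*, *vox*, *eve1*, *fgf8a*, *bmp4* and *id3* in NMP-like cells, as points with exact 95% counting intervals. The solid line marks 0 and the dashed line the median of all genes, 0.11; every point lies to the left of both.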

We plotted expression levels of Wnt pathway genes across various cell types comparing genotypes (Table S6) and found significant downregulation of Wnt signatures in the NMPs and anterior paraxial mesoderm clusters (Fig. 7D, Table S7). *tbxta* and Wnt ligands (*wnt8a/ENSDARG00000052910*, *wnt8a-1/ENSDARG00000078507* and *wnt11f2*) were downregulated in the NMPs, as well as the Wnt-responsive genes *vox* and *eve1* (Fig. 7E). In addition, there was significant downregulation of *fgf8a* in NMPs, suggesting that EMT may be deficient in *stag2b^−/−^* embryos (Goto et al., 2017). 

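*fgf8a* (ENSDARG00000003399) had 11620 UMIs in wild-type and 9192 in *stag2b-/-* NMP-like cells, or 519 CPM (509 to 528) and 360 CPM (353 to 368). Its log2 ratio was −0.53 (−0.56 to −0.49) and stayed between −0.71 and −0.40 under every alternative. A UMI of *fgf8a* was present in 74.4% of thinned wild-type NMP-like cells and 62.0% of *stag2b-/-* cells, and in 2.14% and 1.90% of epidermis 1-like cells. Without thinning the shares were 88.9% and 76.6% in NMP-like cells.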

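*bmp4* (ENSDARG00000019995) had 68.7 CPM (65.3 to 72.2) in wild-type and 49.8 CPM (47.1 to 52.6) in *stag2b-/-* NMP-like cells, a log2 ratio of −0.46 (−0.57 to −0.36). *id3* (ENSDARG00000054823) had 628 CPM (617 to 638) and 292 CPM (285 to 299), a log2 ratio of −1.10 (−1.15 to −1.06). Both genes were also expressed in epidermis 1-like cells, at 68.1 CPM and 65.4 CPM for *bmp4* and 389 CPM and 257 CPM for *id3* in wild type and *stag2b-/-*, respectively.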

We also noticed decreased expression of *bmp4* and *id3*; other studies have shown that loss of these genes skews endothelial cell fate towards paraxial mesoderm (Row et al., 2018). Together, these results suggest that decreased Wnt signaling and a diversion from endothelial to paraxial mesoderm fate could account for the increased paraxial mesoderm population in *stag2b^−/−^* embryos.

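Blood and endothelium-like cells, the class here that would include endothelial cells, made up 6.26% of wild-type cells (5.91 to 6.63%) and 4.81% of *stag2b-/-* cells (4.54 to 5.09%). The fall lay in cluster 14, whose cells were shallow (medians of 5650 and 5391 UMIs) and led by hemoglobin genes such as *hbbe3* and *hbae3*. Its share was 3.28% in wild type and 2.00% in *stag2b-/-*. In cluster 11, led by *fli1a*, *drll.2* and *hbbe3*, the shares were 2.99% (2.74 to 3.25%) and 2.81% (2.60 to 3.03%), with overlapping intervals. The paper proposes its account from the lower expression of Wnt pathway genes, *bmp4* and *id3* in NMPs, set beside the larger anterior paraxial mesoderm population. It also cites earlier work in which losing *bmp4* and *id3* shifted cells from endothelium to paraxial mesoderm. In its bulk RNA-seq, genes of mature somites were higher and genes of lateral mesoderm lower in *stag2b-/-* tailbuds.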

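The notochord-like class held 888 wild-type and 928 *stag2b-/-* cells. *foxa2* (ENSDARG00000003411) had 516 CPM (502 to 529) in wild type and 401 CPM (389 to 413) in *stag2b-/-*, a log2 ratio of −0.36 (−0.42 to −0.31). *tbxta* had a log2 ratio of −0.32 (−0.36 to −0.28) in these cells, with 11213 and 8972 UMIs. Of 3156 genes with at least 50 CPM in the higher library, the largest falls were those of *actc1a-1* (log2 ratio −6.83, with 7 UMIs left in *stag2b-/-*), *CABZ01079276.1* (−5.37), *si:dkey-102m7.3* (−4.74), *gpx4a* (−3.56) and *tmem88b* (−3.17). The largest rises were those of *rrm2* (4.65), *si:dkey-286j15.3* (3.83), *nlgn4xa* (3.75), *csrp1b* (3.67) and *capn8* (3.54). *CABZ01079276.1*, *si:dkey-102m7.3*, *gpx4a*, *rrm2*, *si:dkey-286j15.3* and *csrp1b* changed likewise in the other classes. For Table S8, 678 of the 694 genes compared had the same sign here, with a Spearman correlation of 0.940 across genes. With folds of back-transformed means, a formula chosen after these values had been seen, 694 of 695 had the same sign and the correlation was 0.976.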

Consistent with the narrower notochord phenotype observed in *stag2b^−/−^* embryos, single-cell RNA-seq revealed altered gene expression and cell composition in the notochord cluster (Fig. 7F, Fig. S11A, Table S8). Altered GSEA pathways in *stag2b^−/−^* notochords showed upregulation of Hedgehog signaling, cell adhesion and adherens junctions pathways compared with wild type (Fig. S11B, Table S9)*.* Interestingly, we observed an increase in hypochord cells in *stag2b^−/−^* tailbuds (Fig. S11C-E, Table S8), which could be occurring at the expense of notochord. 

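In notochord-like cells, all 10 leading genes that Table S9 lists for Hedgehog signaling were higher in *stag2b-/-*, with a median log2 ratio of 0.51 and a range from 0.20 (*csnk1g2b*) to 0.96 (*gli1*). All 17 leading genes of adherens junctions were higher, with a median of 0.47 and the largest value, 2.93, for *ptprfa*. Of the cell adhesion molecules, 27 of 33 leading genes reached 10 UMIs and 26 were higher, with a median of 0.40. These genes were picked by the study on the same libraries. Sub-clustering of the notochord-like cells without the hypochord markers gave 7 sub-clusters. Sub-cluster 7 had all 4 markers (*gdf6a*, *ccn2a*, *hapln1a* and *cdh6*) raised and was called hypochord-like. It held 24 of the 888 notochord-like cells in wild type, or 2.70% (1.74 to 3.99%), and 63 of the 928 in *stag2b-/-*, or 6.79% (5.26 to 8.60%). Sub-cluster 6 had 3 of the markers raised but was led by *ntn1b*, *oc90* and *wnt4*, and it was kept out after it had been seen; its share was 8.11% in wild type and 7.87% in *stag2b-/-*. Over all notochord-like cells, *gdf6a* had a log2 ratio of 1.53 (5.29 and 15.3 CPM, from 60 and 174 UMIs), *cdh6* 0.66 (0.58 to 0.74) and *hapln1a* 0.51 (0.46 to 0.57). Over the alternatives, *gdf6a* ranged from 1.42 to 1.81 and *cdh6* from 0.54 to 0.83. *hapln1a* ranged from 0.28, as a fold of back-transformed means, to 0.77. *ccn2a*, at 0.17 (0.09 to 0.26), was close to the median gene. Its ratio ranged from −0.05 without doublet removal to 0.61 as a fold of back-transformed means, which was chosen after the values had been seen. A *ccn2a* UMI was found in 17.0% of thinned wild-type and 24.5% of *stag2b-/-* notochord-like cells (21.7% and 28.1% without thinning), whose median depths were 11391 and 12400.5 UMIs, and in 19.1% and 16.0% of epidermis 1-like cells. Under the rule first used, at least 3 markers, both sub-clusters count and the shares were 10.8% (8.84 to 13.0%) and 14.7% (12.4 to 17.1%), with overlapping intervals.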

Reduced notochord and increased paraxial mesoderm cell numbers in *stag2b^−/−^* could additionally be caused by downregulation of *noto* in *stag2b^−/−^* notochords (Fig. 7F). 

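*noto* (ENSDARG00000021201) had 13298 UMIs in wild-type and 6056 in *stag2b-/-* notochord-like cells, or 1172 CPM (1152 to 1192) and 533 CPM (520 to 546). Its log2 ratio was −1.14 (−1.18 to −1.09), and it ranged from −1.25 to −1.10 over the alternatives. A *noto* UMI was present in 73.7% of thinned wild-type cells and in 60.2% of *stag2b-/-* cells, and in 2.76% and 1.65% of epidermis 1-like cells. Without thinning the shares were 74.2% and 62.7%, and thinning left out 184 and 190 notochord-like cells. Notochord-like cells as a share of all cells were 5.12% (4.79 to 5.46%) in wild type and 4.00% (3.75 to 4.26%) in *stag2b-/-*. Most of this difference lay in cluster 15, whose cells had low UMI counts (medians of 5436.5 and 4712) and which held 2.37% and 1.39% of the cells. In cluster 13, with medians of 18386.5 and 15206 UMIs, the shares were 2.74% (2.51 to 3.00%) and 2.61% (2.41 to 2.83%).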

Consistent with this idea, loss of *noto* causes a switch in cell fates from notochord to paraxial mesoderm in mouse (Yamanaka et al., 2007) and zebrafish (Halpern et al., 1995).

In summary, our results suggest that paraxial and axial midline tissue formation from the NMPs is dysregulated in *stag2b^−/−^* tailbuds. One explanation for these observed changes could be downregulation of Wnt signaling in the NMPs that give rise to these tissues.

### Wnt stimulation rescues transcription in *stag2b* but not *rad21* mutant tailbuds

We next determined whether Wnt stimulation could restore transcription in cohesin-deficient tailbuds. We performed RNA-seq on tailbuds of embryos treated from shield stage to 16-somite stage with the Wnt agonist 6-bromoindirubin-3′-oxime (BIO), which is a Gsk3 inhibitor. Subsequently, we conducted interaction analysis (combined effect of genotype and treatment) (Love et al., 2014) to identify genes exhibiting differential responses to Wnt stimulation in cohesin-deficient tailbuds compared with wild type. Heatmaps were used to display clustering of the differentially responsive genes (Fig. 8A-C).

**Fig. 8.**
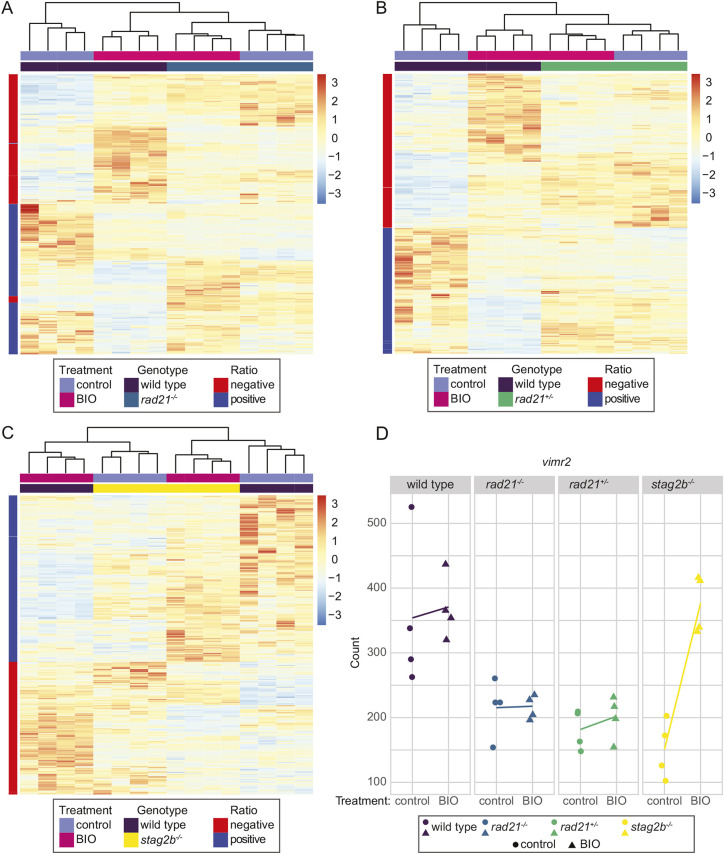
**Wnt stimulation normalizes gene expression in *stag2b*^−/−^ but not in *rad21*^−/−^ or *rad21*^+/−^ tailbuds.** (A-C) Embryos were treated from shield stage with 2.5 μM BIO, then tailbuds were collected at 16 somites. Four replicate pools of 80 tailbuds were used per condition for RNA-seq. The heatmaps display expression levels of the genes that responded differently to BIO stimulation in cohesin mutant genotypes compared with wild type as determined by an interaction analysis. Heatmaps display results from four replicates of *rad21*^−/−^ (A), *rad21*^+/−^ (B) and *stag2b*^−/−^ (C) versus wild type. Red and blue indicate upregulation and downregulation, respectively, compared with the mean expression. (D) *vimr2* expression is rescued by BIO stimulation in *stag2b*^−/−^ but not in *rad21*^−/−^ or *rad21*^+/−^. Graphs illustrate the transcript counts of *vimr2* in wild type (purple), *rad21*^−/−^ (blue), *rad21*^+/−^ (green) and *stag2b*^−/−^ (yellow). The *x*-axis indicates the treatment status, and the *y*-axis represents the normalized counts. Lines connect the means of the counts for each sample group.

In *rad21^−/−^* and *rad21^+/−^*, the genotype had a stronger effect on clustering of differentially responsive genes than did BIO treatment. Genes identified as responding differently to BIO treatment in *rad21* mutants compared with wild type (395 in *rad21^−/−^* and 467 in *rad21^+/−^*) clustered together in the dendrograms regardless of BIO treatment (Fig. 8A,B). Primarily, expression of these genes differed from wild type by being strongly responsive to BIO in wild type, and much less responsive to BIO with homozygous or heterozygous *rad21* mutation. In *stag2b^−/−^*, much more complex interactions were observed between the genotype and BIO treatment. In the dendrograms of genes differentially responsive to BIO (539 genes), untreated *stag2b^−/−^* gene sets clustered with BIO-treated wild type, and BIO-treated *stag2b^−/−^* gene sets clustered with untreated wild type (Fig. 8C). This suggests that there is an altered baseline of Wnt signaling in *stag2b^−/−^* and also that BIO stimulation normalizes the expression of select dysregulated genes in *stag2b^−/−^* tailbuds.

A notable example of a gene with expression that is rescued by BIO in *stag2b^−/−^* but not in *rad21* mutants is *vimr2*, a marker of EMT and mesoderm formation in the tailbud (Goto et al., 2017). Expression of *vimr2* was strongly downregulated in all cohesin mutant tailbuds (Fig. 8D, Fig. S12). Although BIO treatment had a minimal effect on *vimr2* transcript counts in wild type and *rad21* mutants, it restored *vimr2* levels in *stag2b^−/−^* tailbuds to wild type levels (Fig. 8D). 

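*vimr2* (ENSDARG00000105188) had 944 UMIs in wild-type NMP-like cells and 527 in *stag2b-/-* NMP-like cells, or 42.1 CPM (39.5 to 44.9) and 20.7 CPM (18.9 to 22.5). The log2 ratio was −1.03 (−1.18 to −0.87), within a range of −1.16 to −0.96 over the alternatives. After thinning to equal depth, a *vimr2* UMI was found in 16.9% (14.9 to 19.2%) of wild-type NMP-like cells and in 8.94% (7.61 to 10.4%) of *stag2b-/-* cells. Before thinning it was found in 40.5% and 20.4%. In epidermis 1-like cells, which should lack *vimr2*, the shares after thinning were 0.345% and 0.857%, and in notochord-like cells 2.98% and 2.03%.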

Interestingly, our single-cell RNA-seq data showed that *vimr2* is expressed in NMPs and is significantly downregulated in *stag2b^−/−^* mutants (Fig. 9). This finding raises the possibility that EMT anomalies marked by downregulated *vimr2* could be responsible for changes in mesoderm induction in *stag2b^−/−^*.

**Fig. 9.**
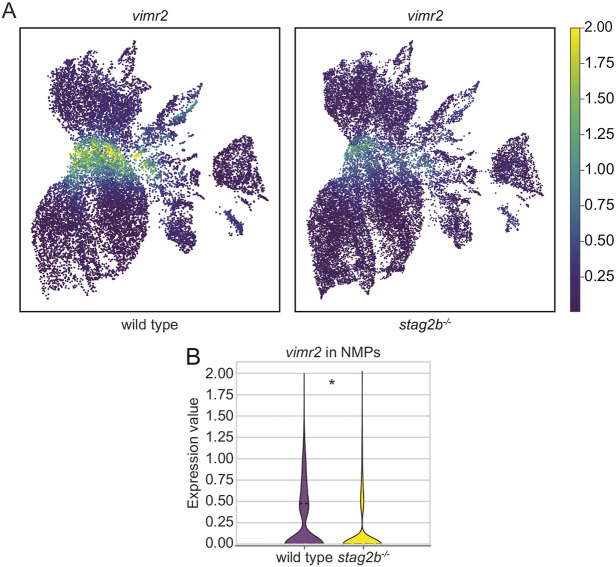
***stag2b* mutation affects *vimr2* expression in NMPs.** (A) Expression of *vimr2* in UMAP representation in wild-type and *stag2b^−/−^* tailbuds at 16 somites. (B) Violin plot showing downregulation of *vimr2* expression in the NMPs in *stag2b^−/−^*. Horizontal dashed line represents the median expression value. *P<0.005, Wilcoxon rank-sum test.

### Wnt stimulation rescues notochord width in *stag2b^−/−^* tailbuds

If BIO stimulation can restore transcription in *stag2b^−/−^* tailbuds, we reasoned that it may also rescue the narrower notochord phenotype in *stag2b^−/−^* embryos. Using HCR with probes for *sox2*, *tbxta* and *tbx16*, we quantified the thickness of the notochord (*tbxta*) in wild-type and *stag2b^−/−^* embryos both with and without BIO treatment (Fig. 10, Fig. S13). Although Wnt stimulation modestly increased notochord width in wild type (*P*≤0.01), it significantly increased the width in *stag2b^−/−^* embryos (*P*≤0.0001) (Fig. 10E). When we compared the notochord width in wild-type embryos with that in *stag2b^−/−^* embryos treated with BIO, the difference was not statistically significant. Therefore, Wnt stimulation rescues the notochord phenotype in *stag2b^−/−^* embryos.

**Fig. 10.**
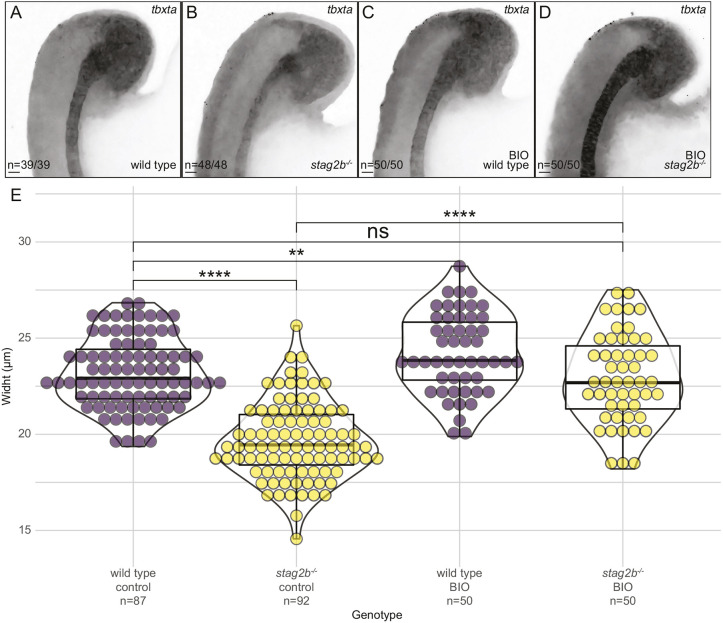
**Wnt stimulation rescues notochord width in *stag2b*^−/−^.** (A-D) Expression pattern of *tbxta* in wild-type (A,C) and *stag2b*^−/−^ (B,D) zebrafish tailbuds with (C,D) and without (A,B) Wnt stimulation (BIO). Images are maximum intensity projections of three (4.8 μm) optical sections. Scale bars: 20 μm. The number of embryos with each expression pattern out of the total analyzed is noted. (E) Violin plots with overlaid box plots visualizing measurements of notochord width. The box plot limits indicate the interquartile range (IQR) between the first quartile (Q1) and the third quartile (Q3), the horizontal line inside the box represents the median (second quartile, Q2), and the whiskers extend to the smallest and largest values within 1.5× the IQR from Q1 and Q3, respectively, with any points outside this range considered outliers. The *x*-axis indicates the genotype, treatment status and the number of embryos measured in each group. Significance was determined using an unpaired *t*-test: **P<0.01, ****P<0.0001. ns, not significant.

In summary, our findings suggest that Wnt stimulation with BIO normalizes gene expression and phenotype in *stag2b^−/−^* embryos, whereas gene expression in *rad21* mutants is unresponsive to Wnt stimulation.

## DISCUSSION

Germline variants in subunits of the cohesin complex or its regulators are implicated in developmental disorders known as cohesinopathies, and somatic variants are now known to cause a variety of cancers. Such cohesin mutations are invariably partial loss-of-function rather than null alleles, because of the essential cell cycle role of cohesin. To date, few studies have compared the developmental consequences of reducing the overall amount of cohesin versus altering its composition. Upon deficiency of Stag2, the Stag1 subunit will compensate in the cohesin complex, thereby altering cohesin composition. Upon deficiency of Rad21, the overall quantity of cohesin complexes on DNA decreases. In this study, we took advantage of *stag* and *rad21* gene mutations in zebrafish to show that cohesin composition versus quantity lead to strikingly different consequences for gene transcription and cell differentiation.

Rad21 is an essential subunit in the cohesin complex. Using a zebrafish point mutation, *rad21*^nz171^, that progressively reduces *rad21* transcript from heterozygotes to homozygotes, we show that Rad21 deficiency dose-dependently correlates with downregulation of core cohesin subunits, a transcriptional dysregulation signature enriched in cell cycle genes, and a block in mesoderm induction in the tailbud. Although *rad21* heterozygotes are viable and fertile, developmental anomalies in the tailbud are more similar between heterozygotes and *rad21* homozygotes (which die by 48 hpf) than homozygous viable *stag2b^−/−^*. Additional mutation of *stag1b* on top of *stag2b* resulted in loss of viability and a phenotype resembling *rad21* mutants.

It is not clear whether the consequences of Rad21 deficiency are related to cell cycle effects. A recent study showed that blocking the cell cycle in zebrafish does not affect the development of cell types (Kukreja et al., 2023 preprint), although it does affect the numbers of presomitic mesoderm cells and erythrocytes (Kukreja et al., 2023 preprint). Consistent with cell cycle effects, we observed that *rad21* mutation impacts mesoderm differentiation, and our previous work has shown that erythropoiesis is downregulated in cohesin mutants (Horsfield et al., 2007; Ketharnathan et al., 2020). However, cell cycle impairment is unlikely to account for all the defects associated with the reduction in cohesin dose, and it does not explain the transcriptional and phenotypic changes observed in viable, fertile *rad21* heterozygotes. Our previous work has shown that Rad21 deficiency has remarkably specific transcriptional and developmental consequences, e.g. cell type-specific loss of *runx1* expression (Horsfield et al., 2007; Marsman et al., 2014; Schuster et al., 2015). Consistent with a non-cell cycle-related transcriptional role for Rad21, complete removal of Rad21 interferes with transcription in post-mitotic neurons, which is rescued upon restoring Rad21 (Weiss et al., 2021). Although homozygous mutation in *stag2b* has no statistically significant effect on the cell cycle determined by cytometry, single-cell RNA-seq showed an increase in G0/G1 and reduction in S phases in the paraxial mesoderm cell cluster 1 in *stag2b^−/−^* mutants, indicating cell cycle downregulation. It is difficult to determine whether this reduced cell cycle progression in *stag2b^−/−^* mutants is intrinsic, or caused by altered signaling pathways, such as Wnt, or a combination of these.

Although *stag2b^−/−^* mutants are viable and fertile, changes in mesoderm differentiation are apparent at tailbud stages. An increase in paraxial mesoderm of *stag2b^−/−^* mutants was detected by both bulk and single-cell RNA-seq. Cells over-represented in paraxial mesoderm of *stag2b^−/−^* mutants have exited the cell cycle and are more differentiated, as they primarily reside in the anterior paraxial mesoderm region where somites start to form. We speculate that these characteristics reflect an inability of *stag2b^−/−^* mutants to maintain mesoderm progenitors, thereby lowering the proportion of immature cells relative to mature cells. Consistent with this interpretation, *stag2b^−/−^* mutants have fewer of the less mature posterior paraxial mesoderm cells and *stag2b^−/−^* NMPs have downregulated stem cell pathways.

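Posterior paraxial mesoderm-like cells (clusters 3 and 8) numbered 2793 in wild type and 4125 in *stag2b-/-*. As a share of the cells kept, they were 16.1% (15.6 to 16.7%) in wild type and 17.8% (17.3 to 18.3%) in *stag2b-/-*. Cluster 3 held 10.2% (9.76 to 10.7%) and 10.1% (9.72 to 10.5%), and cluster 8 held 5.89% (5.54 to 6.25%) and 7.69% (7.35 to 8.04%). The difference in the share of the class was 1.70 percentage points. It was 1.93 points without doublet removal, 1.35 at 5% mitochondrial UMIs, 2.14 at resolution 0.8, 3.77 with all variable genes and 1.02 with clusters from wild type alone. Without standardization within libraries, where clusters separated by library, it was 11.5 points (0.715% and 12.2%), and with the cell cycle genes left out of the clustering it was −0.00877 points. Unnamed cluster 2, with *hes6* and *msgn1* among its leading genes, is not in this class. It held 14.3% of wild-type and 10.9% of *stag2b-/-* cells, so the direction depends on where its cells belong.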

*stag2b^−/−^* mutants have a unique, narrow notochord phenotype. An increase in anterior paraxial mesoderm in *stag2b^−/−^* mutants could, in turn, affect cell fate decisions in the notochord through increased Notch signaling. The single-cell RNA-seq data shows an increase in hypochord cell numbers at the expense of notochord in *stag2b^−/−^* mutants, possibly linked to increased Notch signaling from higher numbers of paraxial mesoderm cells (Latimer and Appel, 2006). Reduced Wnt signaling might also directly lead to a decrease in *noto* expression affecting notochord identity. Cells that lose notochord identity were previously shown to end up in the paraxial mesoderm (Halpern et al., 1995; Yamanaka et al., 2007). Finally, the EMT driver *vimr2* is downregulated in NMPs, and cell adhesion pathways are increased in the notochord, indicating that the ability of cells to undergo EMT and contribute to various developing tissues might be altered in *stag2b^−/−^* mutants. Strikingly, our rescue experiments suggest that driving Wnt signaling can compensate for transcriptional and phenotypic changes in the *stag2b^−/−^* mutants. The noticeably narrower notochord in *stag2b^−/−^* mutants is rescued by stimulation of Wnt signaling by inhibition of Gsk3. Moreover, transcription in *stag2b^−/−^* mutant tailbuds is rescued to wild-type levels upon Gsk3 inhibition.

We and others have previously reported dysregulated Wnt signaling upon cohesin mutation (Chin et al., 2020; Grazioli et al., 2021; Mazzola et al., 2019; Medina et al., 2016; Pileggi et al., 2021; Schuster et al., 2015), but the directionality of Wnt signaling disturbance remains unclear. We have shown stabilization of β-catenin and both up- and downregulation of components of the Wnt signaling pathway, indicating that the effects of cohesin deficiency on Wnt are likely to be complex (Chin et al., 2020). Interestingly, Gsk3α inhibition has been shown to stabilize cohesin on chromatin, promoting continued loop extrusion (Park et al., 2023). Stabilized loop extrusion is dependent on cohesin as it is eliminated with knockdown of Rad21 (Park et al., 2023). The compound (BIO) we used to stimulate Wnt inhibits Gsk3 and does not distinguish between α and β forms. It is possible that Gsk3 inhibition was able to rescue transcription and phenotypes in *stag2b^−/−^* mutant tailbuds but not in *rad21* mutants because a reduction in Rad21 reduces the number of complexes that can be stabilized, whereas Stag1b compensates for loss of Stag2b in those complexes.

Stag1-containing cohesin resides primarily at CTCF sites that demarcate contact domains that are invariant between tissues. Stag2-containing cohesin resides at CTCF and non-CTCF sites, where it is thought to regulate tissue-specific transcription (Casa et al., 2020; Cuadrado and Losada, 2020; Kojic et al., 2018; Viny et al., 2019). Viny et al. (2019) showed that Stag1-cohesin cannot fully substitute for Stag2-cohesin in hematopoietic stem cells. It is possible that Stag1-containing cohesin has different properties in loop extrusion than Stag2-containing cohesin (Alonso-Gil et al., 2023; Cuadrado and Losada, 2020) and likely that developmental gene transcription in *stag2b^−/−^* mutant tailbuds is altered because of compensation by Stag1b. We do not believe the other Stag orthologs are major contributors to development in zebrafish based on the lethality of *stag1b^−/−^*; *stag2b^−/−^* double mutants.

Stag proteins may have functions that are independent of the cohesin complex. For example, a recent study found that, upon RAD21 depletion, STAG proteins remain bound to chromatin, interact with CTCF, and cluster in 3D (Porter et al., 2023). STAG proteins interact with RNA and R-loops even in the absence of cohesin. The *Drosophila* SA cohesin subunit (equivalent to Stag2) is differentially enriched at enhancers and promoters near origins of replication where it is proposed to recruit cohesin (Pherson et al., 2019). In contrast, RAD21 appears to be key for stable binding of cohesin at CTCF sites. A recent study showed that when RAD21 is cleaved, cohesin is released from DNA, including at CTCF sites, and loops at these elements are lost (Liu and Dekker, 2022). Interestingly, CTCF-independent cohesin-anchored loops within chromatin domains persisted despite RAD21 cleavage. The different molecular and structural behavior of RAD21 and STAG proteins is consistent with the diverse developmental consequences we observed upon germline mutation in these genes.

It is possible that some of the molecular basis for developmental abnormalities is shared between NIPBL deficiency and STAG2 mutation. A study describing single-cell RNA-seq of early-stage mouse embryos with one deleted copy of *Nipbl* showed that these embryos also experience changes in mesoderm fate and have altered mesoderm cell populations (Chea et al., 2024). Nipbl loss alters the regulation of genes involved in EMT, which parallels our findings in *stag2b* mutant zebrafish embryos. This raises the possibility that abnormal regulation of mesoderm fate could be a conserved feature of the cohesinopathies.

Alternate transcriptional and developmental consequences with Stag2 and Rad21 deficiency have implications for the amelioration of cohesinopathies; Wnt agonists have been explored as potential therapeutic agents for individuals with CdLS (Grazioli et al., 2021), and, additionally, for the treatment of cohesin-mutant cancers (Chin et al., 2020). Our results suggest that reduction of cohesin dose has very different consequences to altering cohesin composition. This indicates that mutations in core cohesin subunits need to be considered differently to mutations in alternate cohesin subunits or cohesin regulators when developing therapeutics.

## MATERIALS AND METHODS

### Zebrafish husbandry

Wild-type (WIK) (Rauch et al., 1997), *stag1a^nz204^* (Ketharnathan et al., 2020), *stag1b^nz205^* (Ketharnathan et al., 2020), *stag2b^nz207^* (Ketharnathan et al., 2020) and *rad21^nz171^* (Horsfield et al., 2007) zebrafish lines were maintained at 28°C according to established husbandry methods (Westerfield, 1995). Zebrafish were housed in the Otago Zebrafish Facility (Department of Pathology, University of Otago, Dunedin, New Zealand). All animal work was performed in accordance with the Otago Zebrafish Facility Standard Operating Procedures (AUP 21-110) and under Environmental Risk Management Authority approval numbers GMC005627, GMD100922 and GMC001366. For all experiments, embryos were developed at 22 or 28°C.

### Whole-mount *in situ* hybridization and HCR RNA-FISH

Whole-mount *in situ* hybridization for *runx1* was performed using 0.5 ng/μl of riboprobe as previously described (Kalev-Zylinska et al., 2002). Probes for *sox2*, *tbxta* and *tbx16* and HCR reagents were purchased from Molecular Instruments. HCR was performed according to the Molecular Instruments. HCR™ RNA-FISH protocol.

### Flow cytometry

Embryos at the 16-somite stage were fixed in methanol (García-Castro et al., 2021) and tailbuds were dissected (*n*=30). *rad21* heterozygotes and homozygotes were identified by genotyping the heads of individual embryos using genomic DNA extraction (Meeker et al., 2007) followed by a custom TaqMan assay. Cells were filtered through a 40 µm cell strainer and nuclei were stained with DRAQ5 (ab108410, Abcam) at 5 µM final concentration on ice for 45 min in the dark. Cell cycle profiles of three independent replicates for each genotype were obtained using a BD FACS Aria III (BD Biosciences). Data analysis and plots were generated using Cytoflow (Teague, 2022 preprint).

### BrdU incorporation

For cell cycle analyses, dechorionated embryos were incubated in 10 mM BrdU (Bromodeoxyuridine, LBVMS-1058-P1, Thermo Fisher Scientific) in Ringer's solution for 30 min on ice, rinsed three times with Ringer's solution and incubated for 30 min or 2 h at 28°C. Embryos were fixed with 4% paraformaldehyde overnight at 4°C, dehydrated in methanol and stored at −20°C in 100% methanol.

For staining, embryos were rehydrated in a series of 5-min washes with PBST/methanol (PBST: PBS with 0.1% Tween-20; wash series 75%, 50%, 25% methanol in PBST). Embryos older than 24 hpf were treated with 10 µg/ml proteinase K for 10 minutes, followed by three 5-min washes in PBST and post-fixation in 4% paraformaldehyde for 20 minutes at room temperature. Samples were then rinsed three times with sterile distilled water. For BrdU staining, embryos were rinsed twice in 2 N HCl and incubated in 2 N HCl for 1 h at room temperature to denature DNA and expose the BrdU epitope. Alternatively, for antigen exposure, embryos were treated with acetone for 20 min on ice.

### Immunohistochemistry

Samples were rinsed twice with sterile distilled water and washed twice with PBST for 5 min. Embryos were incubated in blocking solution [0.2% blocking reagent (Roche, 11096176001), 10% fetal bovine serum (FBS), 1% DMSO in PBST] for 30 min, followed by a 2-day incubation with primary antibodies at 4°C. Primary antibodies used were as follows: anti-phH3 (3377, Cell Signaling Technology; 1:1000), anti-α-tubulin (T6199, Sigma-Aldrich; 1:500) and anti-BrdU (B35141, Thermo Fisher Scientific). Antibodies were washed off with three 10-min washes in PBST and two 10-min washes in 1% FBS in PBST. Embryos were then incubated with secondary antibodies (1:1000) in 1% FBS in PBST at 4°C for 2 days in the dark. Secondary antibodies used for immunofluorescence were: goat anti-mouse Alexa Fluor 488 (1:1000, A11001, Thermo Fisher Scientific), chicken anti-rabbit Alexa Fluor 647 (1:1000, A21443, Thermo Fisher Scientific). On the second day, Hoechst 33342 (1 µg/ml) (Thermo Fisher Scientific; 1:1000) was added. Embryos were washed five times for 10 min each wash with PBST and imaged.

### Microscopy

Fixed embryos were immersed in 70% glycerol to obtain brightfield images. Live embryos were anesthetized with MS-222 (200 mg/l) and embedded in 3% methylcellulose. Brightfield images were captured using a Leica M205FA epifluorescence microscope equipped with a DFC490 camera and Leica Applications Suite software (Leica Microsystems).

For confocal microscopy, embryos were mounted in 1% low melting agarose (w/v). Confocal images were acquired using a Nikon C2 confocal microscope as *z*-stacks of the optical sections. The images were processed using NIS-Elements Denoise.ai Software. Maximum intensity projections were used for the figures.

### BIO treatment

A 30 μM BIO solution was diluted to 2.5 μM in E3 medium. Embryos were sorted into 50 embryos per plate and treated with 2.5 μM BIO from 4 hpf until tailbud dissection at the 16-somite stage.

### Tailbud bulk RNA-seq and analyses

Tailbuds were dissected from stage-matched embryos at 16 somites (16-18 hpf) as illustrated in Fig. 3A. For RNA-seq, tailbuds were individually lysed in 3 μl of RLT+BME (QIAGEN RNeasy) and stored in separate PCR tubes at −80°C to await genotyping of heads (for *rad21^−/−^* and *rad21^+/−^*). Total RNA was extracted from the pools of 80 tailbuds per sample using the RNeasy Micro kit (74104; QIAGEN, Germany). Quality and quantity of RNA were assessed using a Qubit 4.0 Fluorometer (Thermo Fisher Scientific), Agilent RNA 6000 Nano Kit on 2100 Bioanalyzer (Agilent Technologies) and NanoPhotometer NP80 Touch (Implen GmbH).

Libraries were prepared from 250 ng of total RNA using the TruSeq Stranded mRNA Library Prep kit (Illumina) and TruSeq RNA CD Index Plate (Illumina) for sample multiplexing. The concentration of the libraries was quantified using a Qubit 4.0 Fluorometer (Thermo Fisher Scientific), and the mean fragment size was assessed using the DNA High Sensitivity KIT on a 2100 Bioanalyzer (Agilent Technologies). A 4 nM equimolar library pool was sequenced on NovaSeq S1 flow cell by Livestock Improvement Corporation Ltd. (New Zealand).

RNA-seq reads were trimmed using Cutadapt (Martin, 2011), and aligned to the reference genome (GRCz11.98, genome-build-accession NCBI:GCA_000002035.4) with HISAT2 (Kim et al., 2019) and SAMtools (Danecek et al., 2021). FeatureCounts (Liao et al., 2014) was used to generate fragment count matrices. DESeq2 (Love et al., 2014) was used to perform differential gene expression analysis, and multi-testing correction was carried out using the Benjamini–Hochberg procedure. The false discovery rate (FDR) threshold was set at 5%. Pathway analysis was performed using Reactome (Yu and He, 2016) and Metascape (Zhou et al., 2019). Genotype-specific BIO treatment effects were tested by adding an interaction term (modeling the interaction between treatment and genotype) at the experimental design stage prior to calling differential genes. The R package ggplot2 was used for data visualization (https://ggplot2.tidyverse.org/reference/ggplot2-package.html; Wickham, 2016).

### Single-cell RNA-seq

Stage-matched 16-somite embryos (wild type or *stag2b^−/−^*) were dechorionated using pronase (20 mg/ml in E3) and deyolked in calcium-free Ringer's solution (116 mM NaCl, 2.6 mM KCl, 5 mM HEPES, pH 7.0). Tailbud tissue was dissected using a small needle and pooled (*n*=30). Tailbuds were then incubated with collagenase (2 mg/ml in 0.05% trypsin, 1 mM EDTA, pH 8.0, PBS) in 1.3 ml volume at 28°C for 15 min with intermittent pipetting to achieve a single-cell suspension. The reaction was stopped by adding 200 µl of a stop solution (30% calf serum, 6 mM CaCl_2_, PBS). Cells were centrifuged at 500 ***g*** for 5 min and re-suspended in 1 ml of resuspension solution (1% Calf Serum, 0.8 mM CaCl_2_, 50 U/ml penicillin, 0.05 mg/ml streptomycin). After centrifugation at 400 ***g*** for 5 min, cells were resuspended in 700 µl of resuspension buffer and filtered through a 40 µm cell strainer and kept on ice. Single-cell suspensions were processed at the Genomics High Throughput Facility (UC Irvine, USA) according to the manufacturers protocol for the 10x Chromium single cell platform (10x Genomics), specifically the Chromium Single Cell 3′ Library and Gel Bead Kit v3 (PN-1000128). Libraries were sequenced on a HiSeq2500 platform (Illumina) yielding 1,024,641,718 reads for wild type and 1,166,072,985 reads for the *stag2b^−/−^* sample.

### Single-cell RNA-seq data analysis

Single-cell RNA-seq FASTQ files were demultiplexed using Cellranger (v7.1.0) (Zheng et al., 2017), mapped to the Danio rerio.GRCz11 (danRer11) transcriptome (v4.3.2) (Lawson et al., 2020) including intronic reads. We obtained an estimated number of 18,704 cells (wild type) and 26,360 cells (*stag2b^−/−^*). In the wild-type sample, mean reads per cell was 54,782, median unique molecular identifier (UMI) was 15,696, and 3651 genes were detected per cell.

In *stag2b^−/−^*, we detected 44,236 mean reads per cell, 13,922 median UMIs and 3561 median genes per cell. The total number of genes detected was 25,879 for wild type and 26,168 for *stag2b^−/−^*. For wild type and *stag2b^−/−^*, 98.2% and 98.1% of reads, respectively, had valid barcodes with Q30 of 94.4% for both samples, and 92% and 91.5% of the reads mapped confidently to the zebrafish genome. Downstream analysis was performed using scvi-tools (v0.20.3) (Gayoso et al., 2022) and Scanpy (v1.9.3) (Wolf et al., 2018). After filtering of empty cells, doublet removal was performed using Solo (Bernstein et al., 2020). Scanpy was used to filter out cells with fewer than 200 genes, genes detected in fewer than three cells, and cells exceeding gene counts of 98% of the median. We also filtered out cells having more than 15% mitochondrial reads (indicating cellular stress).

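Of the barcodes deposited, 17 in wild type and 6 in *stag2b-/-* had fewer than 200 genes. The upper limit on genes per cell, taken here as the 98th percentile of each library, was 6239.94 genes in wild type and 6326 in *stag2b-/-* and removed 375 and 527 barcodes. More than 15% of UMIs were mitochondrial in 243 and 144 barcodes. Solo was not used here, and doublets were called per library with Scrublet at its automatic threshold. It marked 969 wild-type barcodes (5.18%) and 2829 *stag2b-/-* barcodes (10.7%), where the loading would give about 15.0% and 21.1%. Without doublet removal, 18086 and 25689 cells passed the other filters.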

Filtering and QC steps resulted in 15,298 wild-type cells and 21,278 *stag2b^−/−^*cells. The data were then normalized to 10,000 UMIs per cell using the function (scanpy.pp.normalize). Integration of the two datasets was performed using scvi-tools function scVI model (Lopez et al., 2018). Specifically, we set up the model using the following command: scvi.model.SCVI.setup_anndata (anndata, layer=“counts”, categorical_covariate_keys=[”Genotype”], continuous_covariate_keys=[‘pct_counts_mt’, ‘total_counts’]). We then trained the model and obtained the latent space with model.get_latent_representation(). The neighborhood graph as well as the uniform manifold approximation and projection (UMAP) plot was determined using Scanpy functions using the scVI latent space as input. Leiden clustering (resolution 0.4) resulted in 13 clusters. Significant differentially expressed genes (DEGs) between clusters and genotypes were determined using the model calculated above using scVI as well as the Wilcoxon rank-sum test (Benjamini–Hochberg correction).

A list of DEGs for clusters of interest between wild-type and *stag2b^−/−^* tailbuds can be found in Table S4. GSEApy (Fang et al., 2023) was used for gene set enrichment analysis on DEGs identified by pseudobulk analysis and Table S4. We used the function (scanpy.tl.score_genes) for a list of genes obtained from wiki pathways: Canonical_Wnt_pathway (WP1349). The function (scanpy.pp.scale) was used to scale the data to unit variance and zero mean and the Wilcoxon rank-sum test (Benjamini–Hochberg correction) was used to determine significance for the data shown in Fig. 7. Cell cycle phase was determined by using Scanpy's (Wolf et al., 2018) (sc.tl.score_genes_cell_cycle) function and https://github.com/scverse/scanpy_usage/blob/master/180209_cell_cycle/data/regev_lab_cell_cycle_genes.txt as gene list. Each cell is assigned a score based on the expression of marker genes for S and G2/M phase; if neither gene set score is above a threshold, the cell is classified as G0/G1.

## Supplementary Material

10.1242/develop.202593_sup1 Supplementary information

Table S1. Cell cycle genes (Reactome PA) significantly (5% FDR) dysregulated in homozygous mutant *rad21* tailbuds.

Table S2. Cell cycle genes (Reactome PA) significantly (5% FDR) dysregulated in heterozygous mutant *rad21* tailbuds.

Table S3. Cell cycle genes (Reactome PA) significantly (5% FDR) dysregulated in homozygous mutant *stag2b* tailbuds.

Table S4. Significantly (5% FDR) differentially expressed genes in the NMP subset comparing homozygous *stag2b^-/-^* and wild-type tailbuds, related to Figure 7C,E and Fig. S10.

Table S5. Gene set enrichment analysis results comparing NMPs of homozygous *stag2b^-/-^* and wild-type tailbuds, related to Fig. 7C.

Table S6. Gene list related to canonical Wnt signalling score, related to Fig. 7D.

Table S7. Wilcoxon rank sum test statistics for each cell cluster comparing the Wnt signaling score shown in Fig. 7D among homozygous *stag2b^-/-^* and wild-type genotypes.

Table S8. Significantly (5% FDR) differentially expressed genes in the notochord subset comparing homozygous *stag2b^-/-^* and wild-type tailbuds, related to Fig. S11.

Table S9. Gene set enrichment analysis results comparing the notochord cluster of homozygous *stag2b^-/-^* and wild-type tailbuds, related to Fig. S11.

# Supplementary material for: Cohesin composition and dosage independently affect early development in zebrafish
**Source:** Development. 2024 Aug 1;151(15):dev202593. doi: 10.1242/dev.202593
**Supplement:** Supplementary information

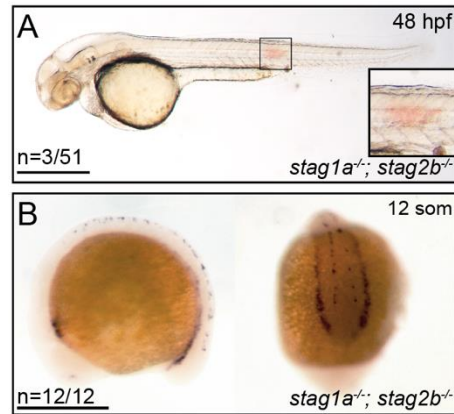

**Fig. S1. Trunk hemorrhaging and *runx1* expression in *stag1a*<sup>-/-</sup>; *stag2b*<sup>-/-</sup> mutant embryos.**

**(A)** Lateral views of representative and *stag1a*<sup>-/-</sup>; *stag2b*<sup>-/-</sup> embryos at 48 hpf. The boxed region (inset) outlines a trunk hemorrhage representative of those observed in around 5% of the *stag1a*<sup>-/-</sup>; *stag2b*<sup>-/-</sup> double mutant embryos. Scale bars are 500  $\mu$ m.

**(B)** Normal expression of *runx1* at 12 somites in *stag1a*<sup>-/-</sup>; *stag2b*<sup>-/-</sup> embryos. Lateral (left) and posterior (right) views are shown. Scale bars are 500  $\mu$ m. The numbers in the lower left hand corner indicate the number of embryos with the expression pattern shown.

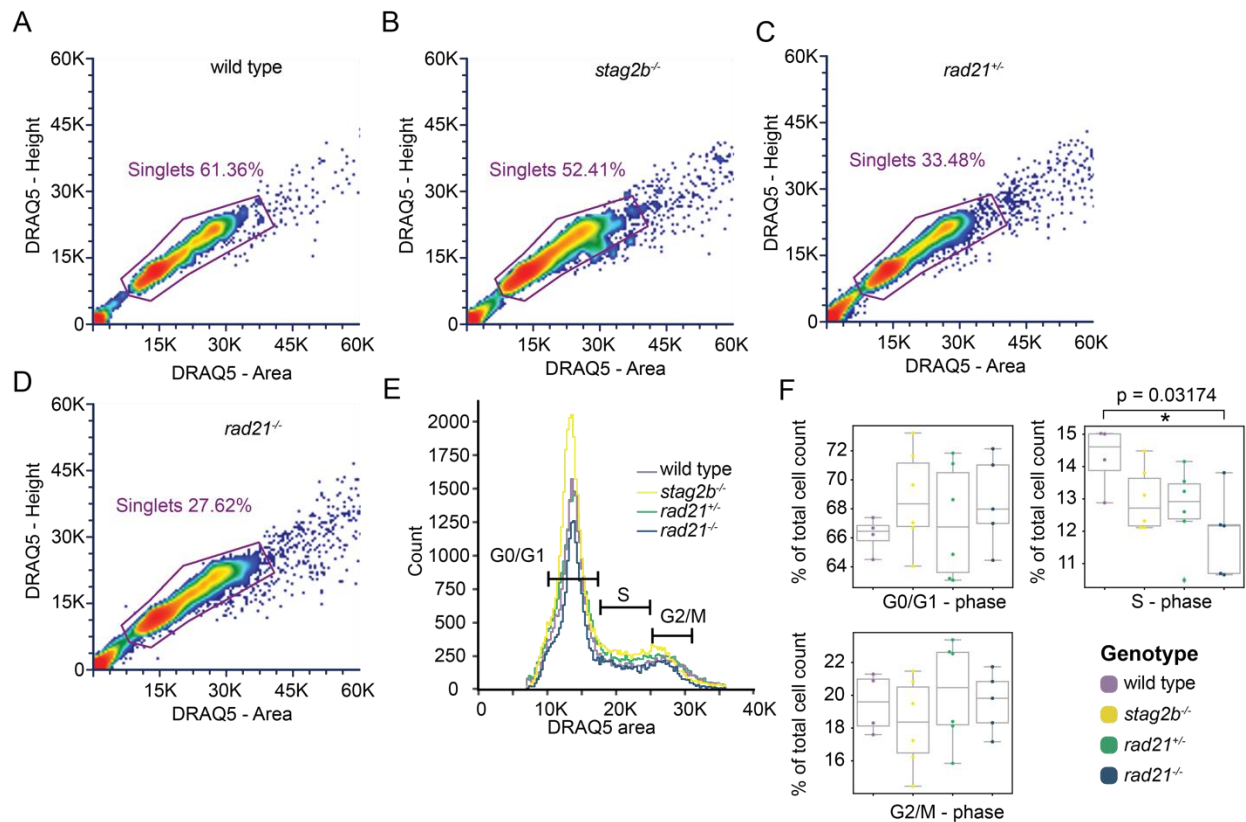

**Fig. S2. Flow cytometry analyses show that *rad21<sup>-/-</sup>* tailbuds have fewer cells in S phase, while other cohesin-mutant genotypes resemble wild type. (A-D)** Pseudocolour dot plot of flow cytometry dataset showing density of cells across DNA content shown as area (x-axis) and height of the signal (y-axis) of DRAQ5 (labeling DNA) for wild-type (A), *stag2b<sup>-/-</sup>* (B), *rad21<sup>+/-</sup>* (C) and *rad21<sup>-/-</sup>* (D) tailbud cells. **(E)** Count density plot of wild-type (purple), *stag2b<sup>-/-</sup>* (yellow), *rad21<sup>+/-</sup>* (green) and *rad21<sup>-/-</sup>* (blue) combined replicate samples (n>4). **(F)** Box and swarm plots showing the proportions of cell cycle phases as G0/1, S and G2/M based on DNA content. Boxes show quartiles, whiskers show 1.5 inter-quartile ranges of the lower and upper quartile. \*P < 0.05 Mann-Whitney U test.

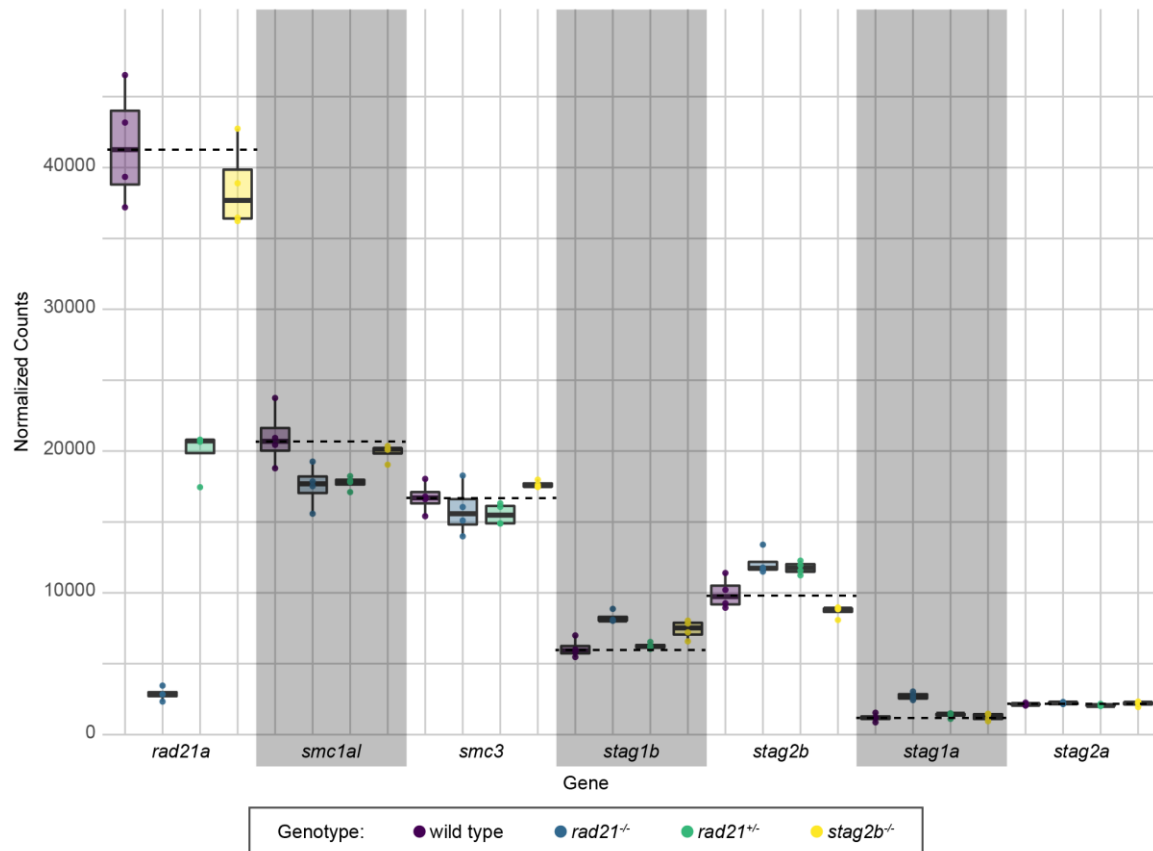

**Fig. S3. Transcript counts of cohesin subunits in the tailbud.**

Normalized transcript counts of *rad21a*, *smc1a1*, *smc3*, *stag1b*, *stag2b*, *stag1a* and *stag2a* taken from RNA-seq of tailbuds and visualized with box plots defining the distribution of expression levels across these genes in the samples. Genotypes are distinguished by color: wild-type samples are displayed in purple, *rad21<sup>-/-</sup>* in blue, *rad21<sup>+/-</sup>* in green, and *stag2b<sup>-/-</sup>* samples in yellow. For each panel, the dotted line indicates the level of expression in wild type.

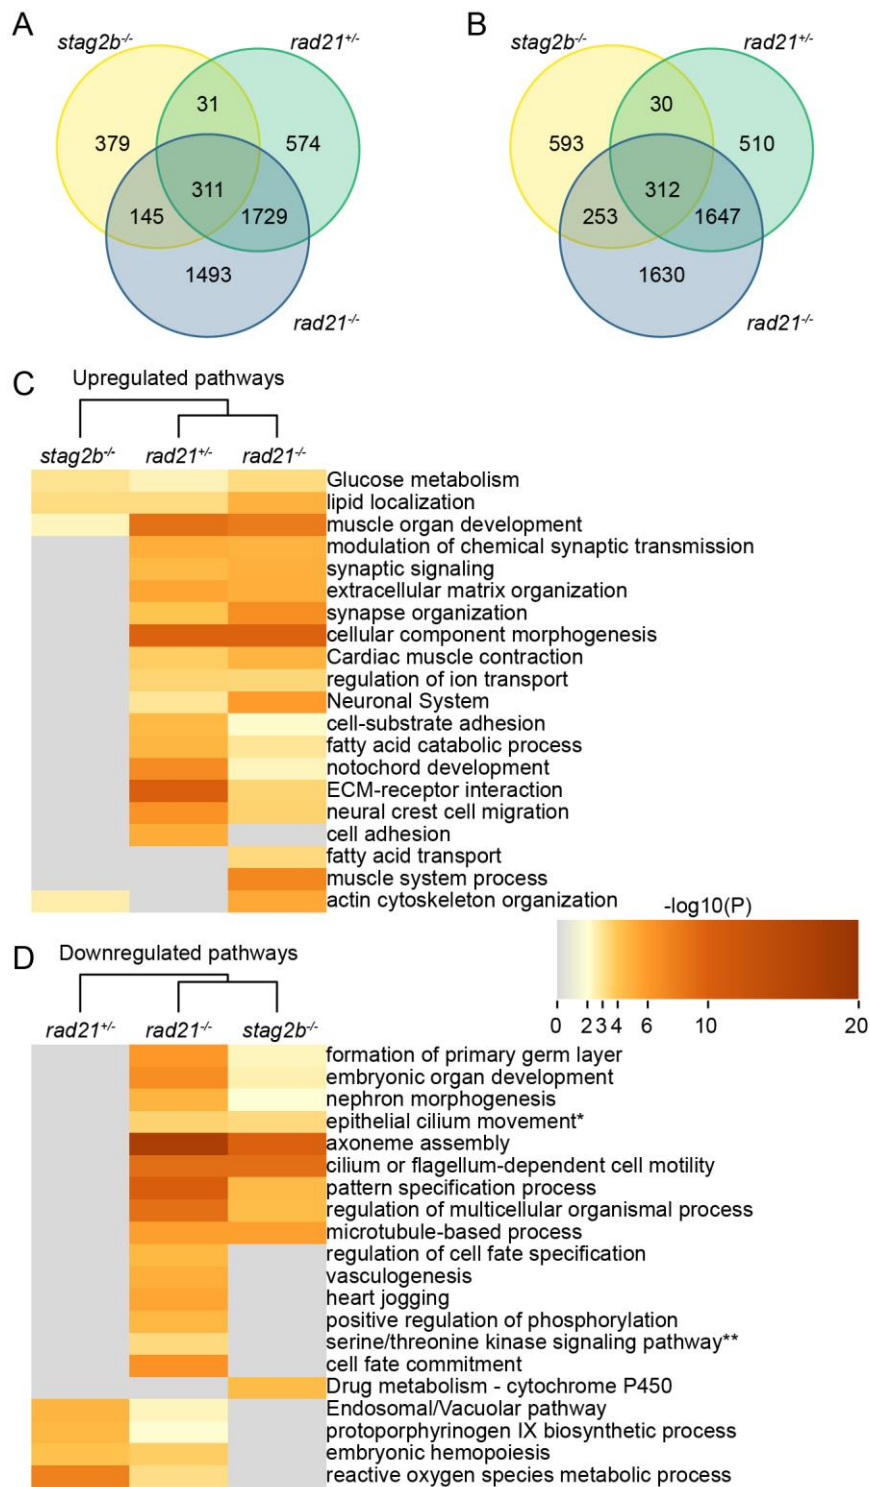

**Fig. S4. Overlap of dysregulated genes and pathway enrichment in cohesin mutant tailbuds.**

(A, B) The Venn diagrams depict the overlap of significantly upregulated (A) and downregulated (B) genes in cohesin-deficient tailbuds. (C, D) Metascape heat maps displaying the top 20 terms enriched among significantly upregulated (C) and downregulated (D) genes in cohesin-deficient tailbuds. Corresponding *p*-values are indicated by the color scale.

\*Epithelial cilium movement involved in extracellular fluid movement

\*\*Regulation of transmembrane receptor protein serine/threonine kinase signalling pathway

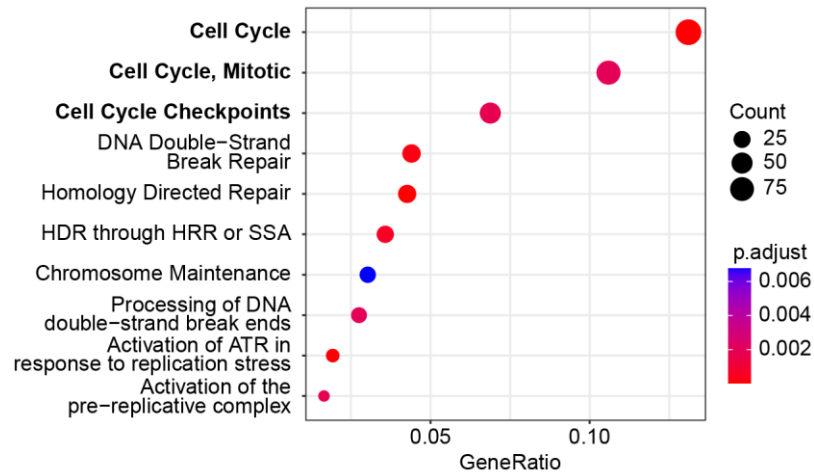

**Fig. S5. Reactome analyses of downregulated pathways in *rad21*<sup>-/-</sup> mutant tailbuds.**

The dot plot shows the top 10 enriched Reactome pathways (out of 26) among the significantly downregulated genes in *rad21*<sup>-/-</sup> tailbuds. The size of each dot indicates the number of genes affected in the pathway, and the dot color represents the adjusted p-value (Padj).

Source data available in Tables S1-S3.

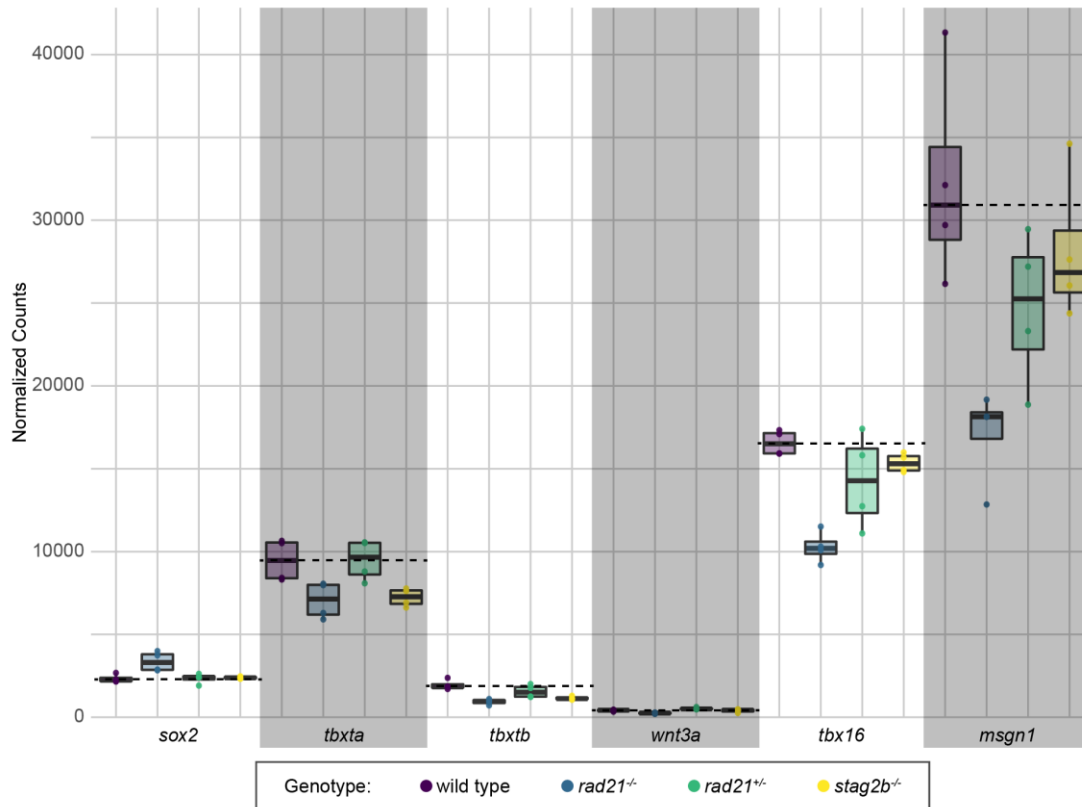

**Fig. S6. Expression levels of *sox2*, *tbxta*, *tbxtb*, *wnt3a*, *tbx16* and *msgn1* in cohesin mutants.**

Normalized transcript counts of *sox2*, *tbxta*, *tbxtb*, *wnt3a*, *tbx16* and *msgn1* taken from tailbud RNA-seq data with 4 replicates visualised as box plots defining the distribution of expression levels across these genes in the samples. Genotypes are distinguished by color: wild-type samples are displayed in purple, *rad21*<sup>-/-</sup> in blue, *rad21*<sup>+/-</sup> in green, and *stag2b*<sup>-/-</sup> samples in yellow. For each panel, the dotted line indicates the level of expression in wild type.

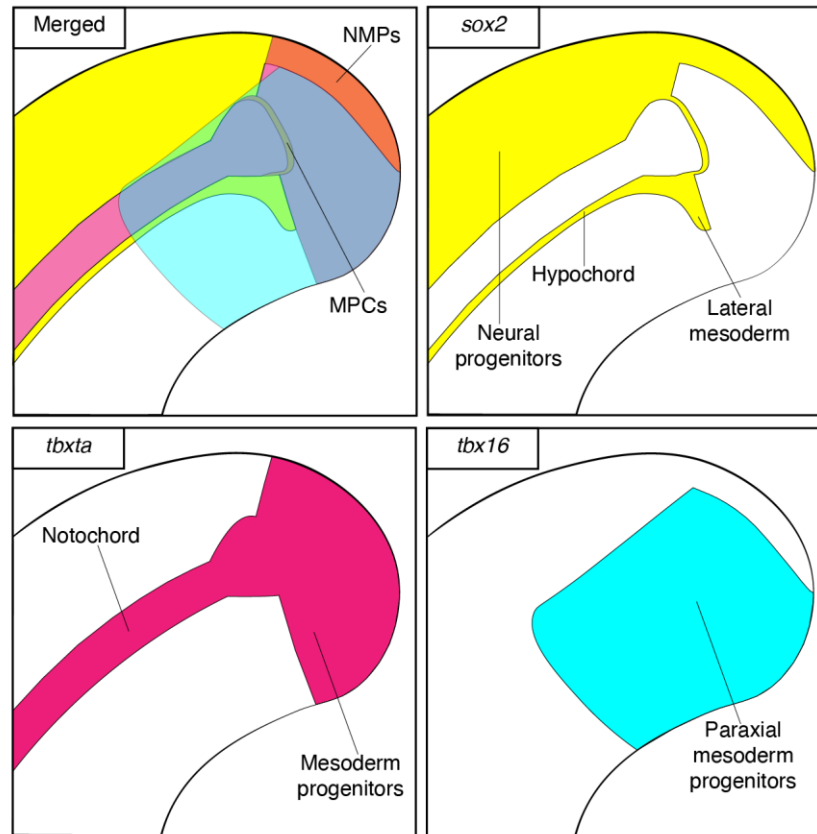

**Fig. S7. Expression pattern of marker genes in the tailbud at the 16-somite stage.**

Schematic depicts the regions in the tailbud and progenitor types where expression of *sox2* (yellow), *tbxta* (magenta) and *tbx16* (cyan) expression is expected.

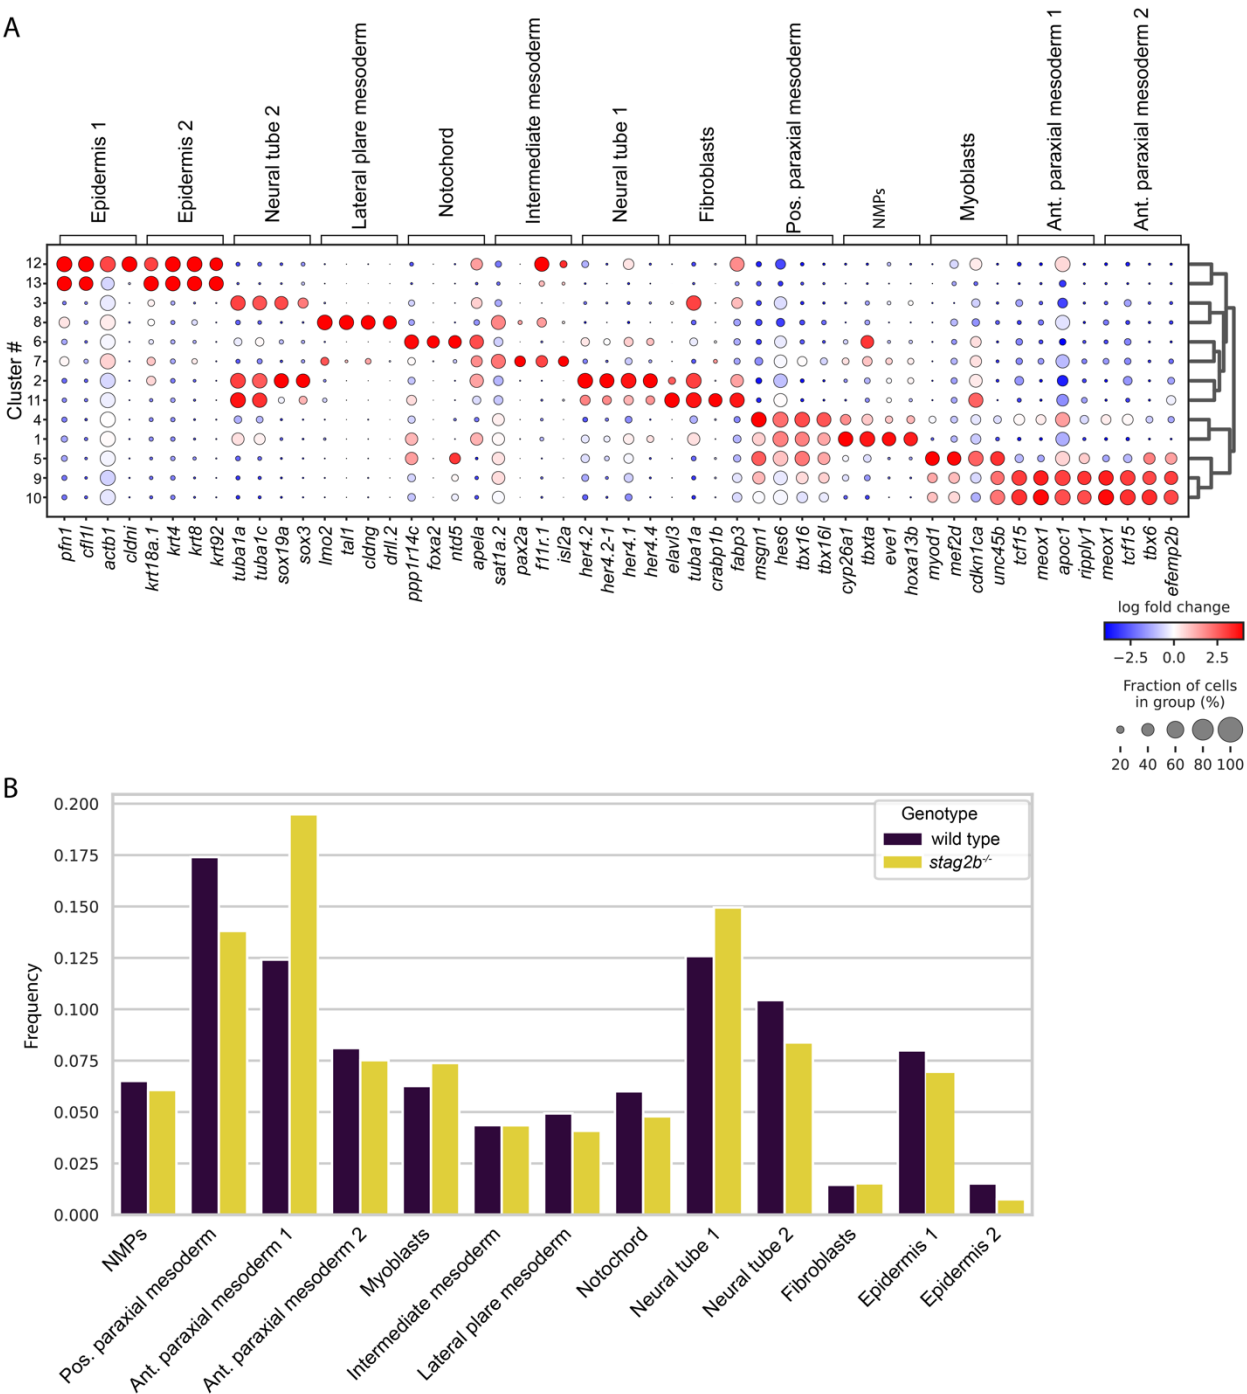

**Fig. S8. Cell population analysis of single cell RNA sequencing of *stag2b<sup>-/-</sup>* mutant tailbuds compared with wild type.**

(A) Dot plot depicting the expression of the top 4 marker genes per cell population cluster identified (see Fig. 7A). The dot size scales with the fraction of cells expressing the gene, and the dot color indicates the log fold change between the clusters. (B) Differences in the proportion of cell types between wild-type and *stag2b<sup>-/-</sup>* tailbuds among clusters as shown in Fig. 7A.

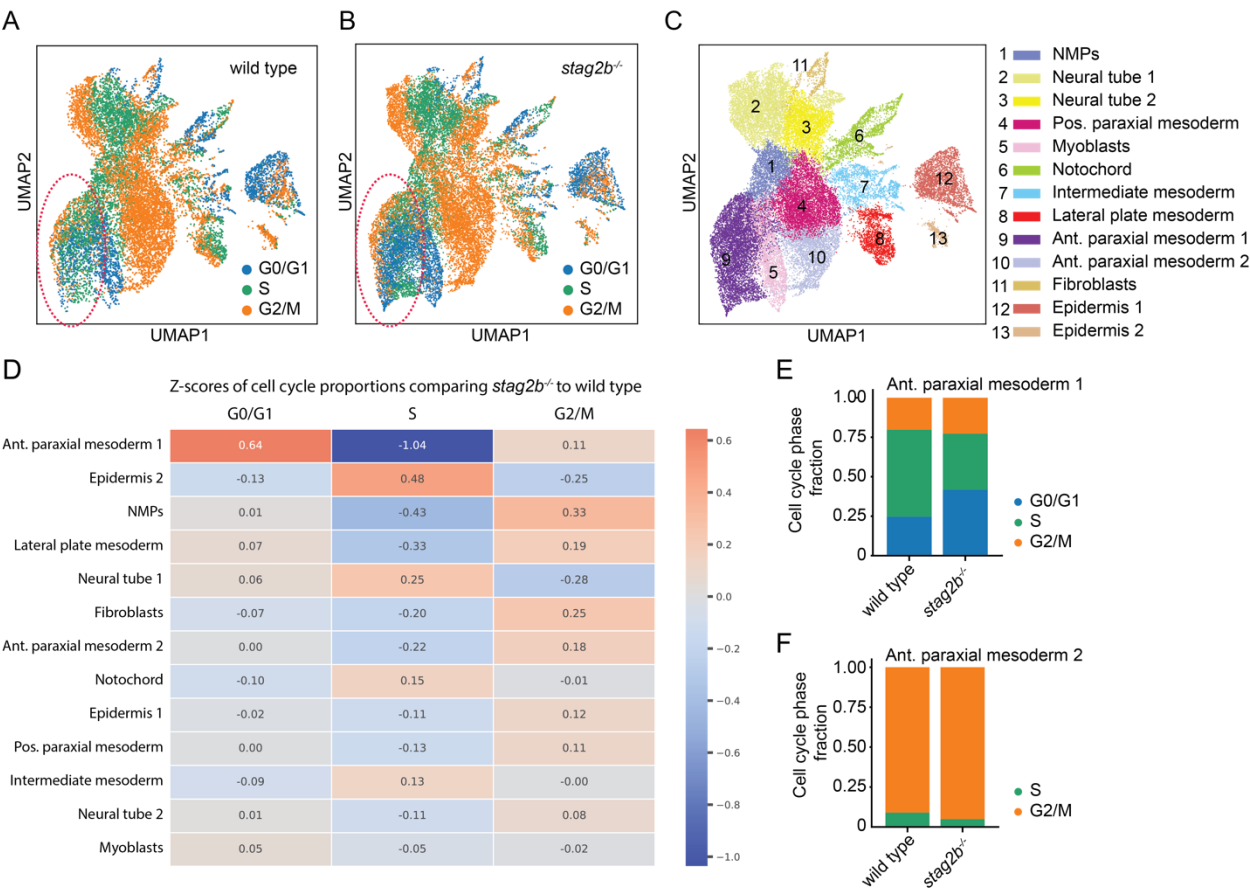

**Fig. S9. Cell cycle phase analysis of single cell data from *stag2b*<sup>-/-</sup> and wild-type tailbuds. (A-B) UMAP of wild-type and *stag2b*<sup>-/-</sup> single cell data showing cell cycle phases in blue (G0/G1), green (S) and orange (G2/M). Dashed red outline indicates the anterior paraxial mesoderm cluster 1. All cluster annotations for the integrated dataset in (C). (D) Ranked heatmap of z-scores of *stag2b*<sup>-/-</sup> cell clusters comparing cell cycle phase proportions. Red indicates an increase and blue a decrease in cell cycle phase compared to wild type. (E) Stacked bar plot of cell cycle phase fractions comparing anterior paraxial mesoderm 1 cluster in wild type with *stag2b*<sup>-/-</sup>. (F) Stacked bar plot of cell cycle phase fractions comparing anterior paraxial mesoderm 2 cluster in wild type with *stag2b*<sup>-/-</sup>.**

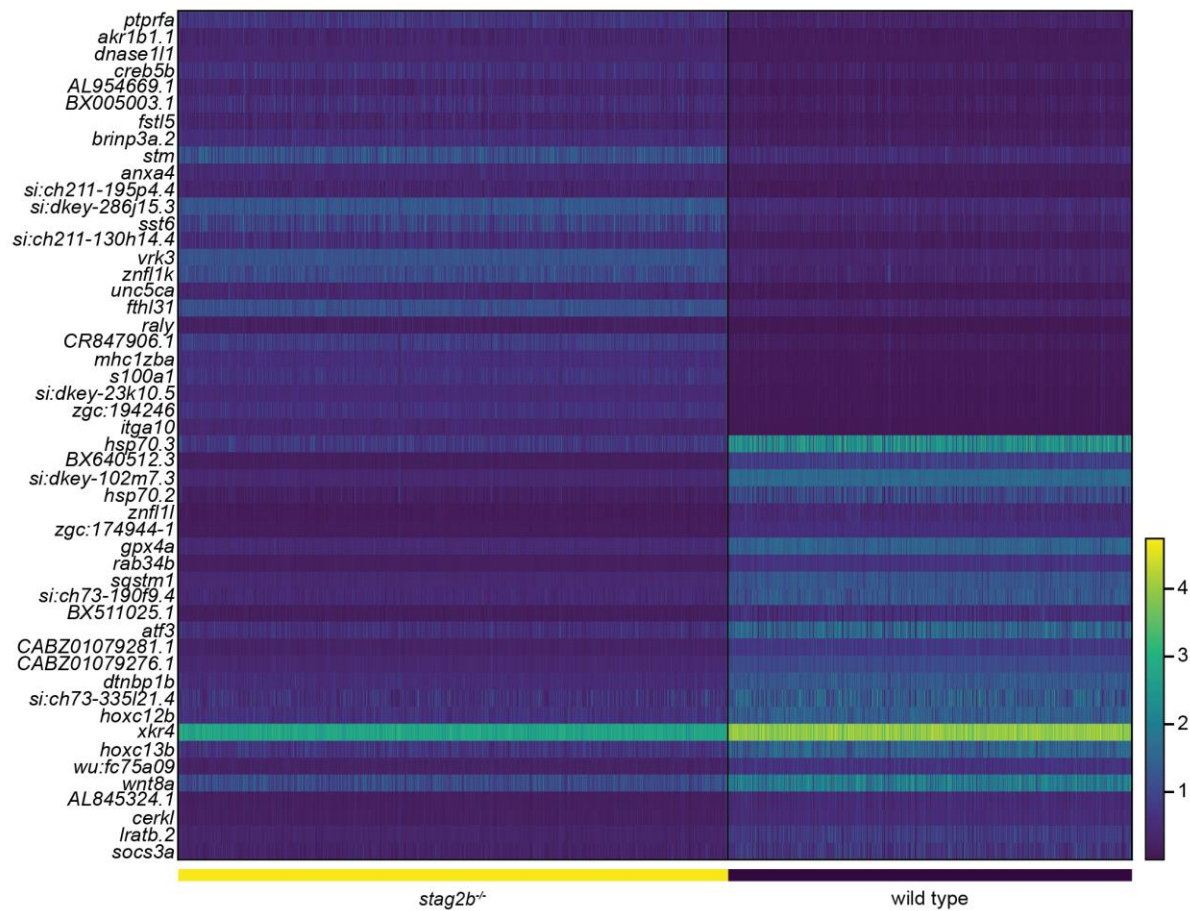

**Fig. S10.** Heat map showing the top 25 differentially up- and downregulated genes between wild-type and *stag2b<sup>-/-</sup>* NMP single cell RNA-seq data. For a full list see Table S4.

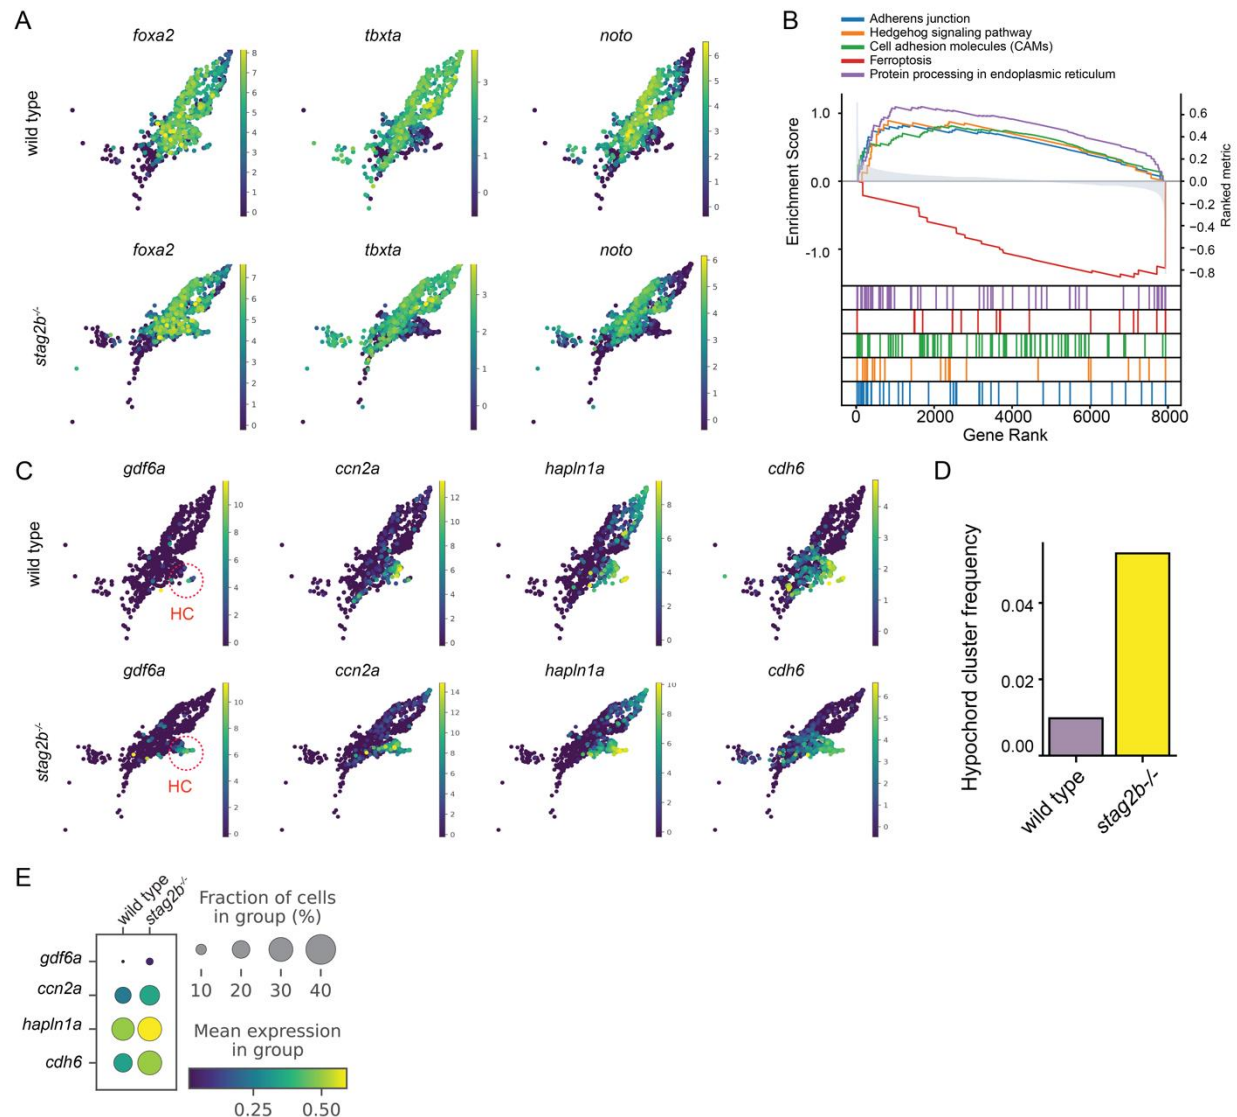

**Fig. S11. Notochord single cell analysis shows upregulation of Hedgehog signaling with an expansion of hypochord cells in *stag2b*<sup>-/-</sup> tailbuds.** (A) UMAP plot of notochord markers *foxa2*, *tbxta* and *noto* showing their expression in wild-type (top) and *stag2b*<sup>-/-</sup> (bottom) notochord cluster. (B). Gene set enrichment analysis of differentially expressed genes derived from pseudo bulk analysis comparing the notochord cluster in wild-type and *stag2b*<sup>-/-</sup> tailbud single cell data. (C) UMAP of hypochord markers *gdf6a*, *ccn2a*, *hapln1a* and *cdh6* in wild-type (top) and *stag2b*<sup>-/-</sup> (bottom) notochord cluster. (D) Bar plot of hypochord-marked cells as proportion of cells in the notochord cluster in wild-type and *stag2b*<sup>-/-</sup> tailbud single data. (E) Dot plot of hypochord markers in the notochord cluster comparing wild-type and *stag2b*<sup>-/-</sup> tailbuds.

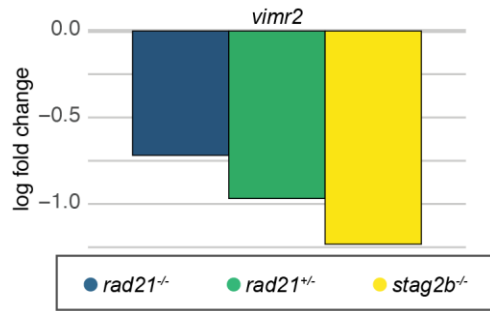

**Fig. S12. *vimr2* expression in cohesin mutants.** The bar graph displays the log<sub>2</sub> fold change (5% FDR) for *vimr2* transcripts in *rad21*<sup>-/-</sup> (blue), *rad21*<sup>+/-</sup> (green) and *stag2b*<sup>-/-</sup> (yellow) tailbuds compared to wild-type tailbuds.

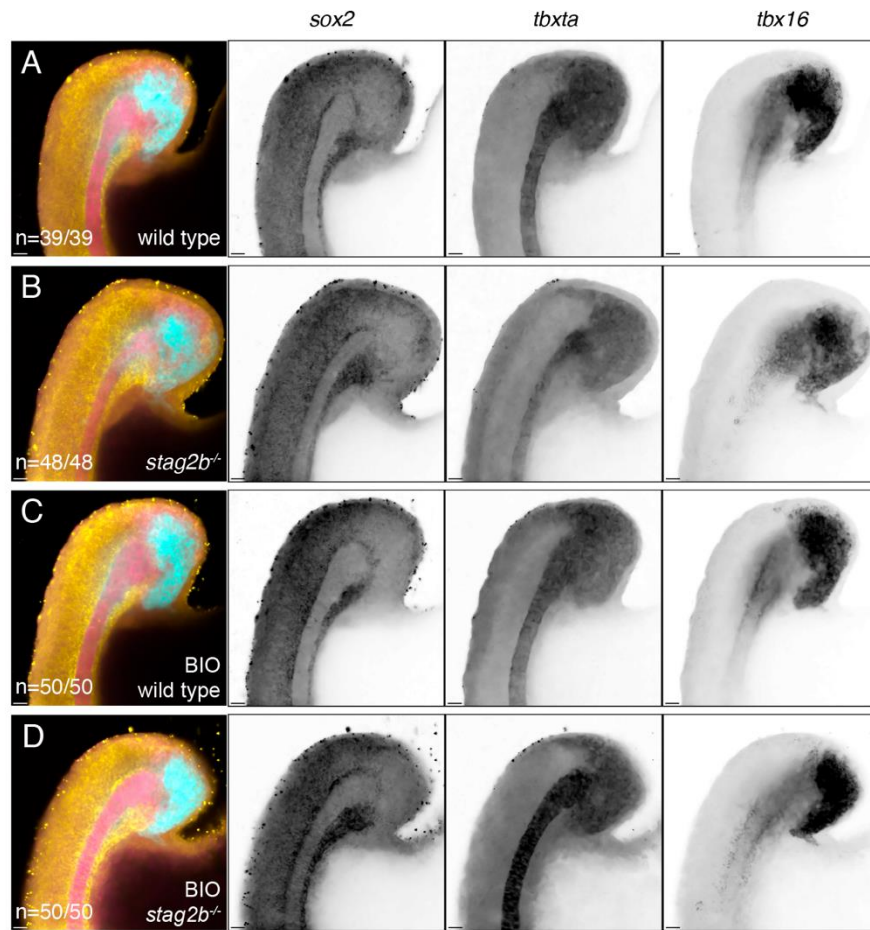

**Fig. S13. Wnt stimulation rescues the notochord phenotype in *stag2b*<sup>-/-</sup> mutants.**

(A-D) Expression patterns of *sox2*, *tbxta*, and *tbx16* in wild-type (A, C) and *stag2b*<sup>-/-</sup> (B, D) zebrafish tailbuds with (C, D) and without (A, B) Wnt stimulation. Images are maximum intensity projections of 3 (4.8 μm) optical sections. Scale bars are 20 μm. The number of embryos with each expression pattern out of the total analyzed is noted at bottom left of the left-hand panels.

**Table S1.** Cell cycle genes (Reactome PA) significantly (5% FDR) dysregulated in homozygous mutant *rad21* tailbuds.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

**Table S2.** Cell cycle genes (Reactome PA) significantly (5% FDR) dysregulated in heterozygous mutant *rad21* tailbuds.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

**Table S3.** Cell cycle genes (Reactome PA) significantly (5% FDR) dysregulated in homozygous mutant *stag2b* tailbuds.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

**Table S4.** Significantly (5% FDR) differentially expressed genes in the NMP subset comparing homozygous *stag2b*<sup>-/-</sup> and wild-type tailbuds, related to Figure 7C,E and Fig. S10.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

**Table S5.** Gene set enrichment analysis results comparing NMPs of homozygous *stag2b*<sup>-/-</sup> and wild-type tailbuds, related to Fig. 7C.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

**Table S6.** Gene list related to canonical Wnt signalling score, related to Fig. 7D.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

**Table S7.** Wilcoxon rank sum test statistics for each cell cluster comparing the Wnt signaling score shown in Fig. 7D among homozygous *stag2b*<sup>-/-</sup> and wild-type genotypes.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

**Table S8.** Significantly (5% FDR) differentially expressed genes in the notochord subset comparing homozygous *stag2b*<sup>-/-</sup> and wild-type tailbuds, related to Fig. S11.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

**Table S9.** Gene set enrichment analysis results comparing the notochord cluster of homozygous *stag2b*<sup>-/-</sup> and wild-type tailbuds, related to Fig. S11.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202593#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

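The files hold 1 single-cell RNA-seq library from wild-type and 1 from *stag2b-/-* tailbuds at the 16-somite stage, each from a pool of 30 tailbuds. The authors mapped reads with Cell Ranger to GRCz11 with a curated transcriptome, counting intronic as well as exonic reads, and deposited the raw UMI counts for 27771 genes and the barcodes called as cells. No normalization, doublet removal or cell annotation had been applied to the deposited counts, and the authors' own cell labels were not used here. The other experiments of the paper were not analysed here.

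Cells were filtered as in the methods: at least 200 genes per cell, genes found in at least 3 cells, an upper limit at the 98th percentile of genes per cell and at most 15% mitochondrial UMIs (13 mitochondrial genes). The methods word the upper limit as 98% of the median, which would remove about as many cells as it keeps, and it was read here as the percentile. Doublets were called with Scrublet as implemented in Scanpy 1.11.5 in place of Solo, which was not used here, and neither was scVI.

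Counts were scaled to 10000 per cell and log-transformed, and 3000 variable genes were chosen within each library, leaving out mitochondrial genes, the genes that the paper names for this experiment, the cohesin subunits and the Wnt list. Genes with the largest changes were not left out, and *rrm2*, *si:dkey-286j15.3*, *znfl1k*, *hsp70.2*, *gpx4a*, *actc1a-1*, *capn8* and *tmem88b* were among the variable genes used for clustering. Each gene was standardized within its library, which takes the place of the integration step of the methods. Cells were clustered on 30 principal components and 15 neighbours with Scanpy's neighbour graph and leidenalg 0.10.2 at resolution 0.4. A graph weighted by shared neighbours was tried at the start and replaced by Scanpy's graph after only the numbers of clusters had been seen, because the methods use Scanpy. Clusters were named from markers fixed before the data were examined, as were the filters, the list of genes to be named and all alternatives except the 2 described below. The paper and its supplementary tables, which rest on the same libraries, had been read by then. A cluster took a class name where at least 3 of its markers were raised and detected in at least 10% of its cells, and these thresholds were set after the clusters had been seen. A sub-cluster of the notochord-like cells was called hypochord-like where all 4 markers were raised; at first 3 were to suffice, and the rule was changed after the sub-clusters had been seen, so both shares are given.

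UMIs were summed over the cells of a class and library and given as CPM with exact Poisson intervals, and ratios of CPM on the log2 scale with exact conditional binomial intervals. Shares of cells have exact Clopper-Pearson intervals. All are 95% intervals for counting error; variation between embryos, pools or libraries is not in them, and with 1 library per genotype no p-values were computed. The genes named in the text are those that the paper names for this experiment, the cohesin subunits, and the 5 largest rises and 5 largest falls in NMP-like and notochord-like cells among genes with at least 50 CPM in the higher library. Cell cycle phases and Wnt scores were computed with Scanpy on cells thinned to 5000 UMIs and also without thinning. A score has no true zero, so differences and SDs are given. Lists of genes were set against 10000 random lists, each gene replaced by one within 100 places in the order of expression, with a pseudocount of 0.5 and a minimum of 10 UMIs per gene.

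The ratio and list steps were tested on simulated counts drawn from the summed wild-type counts, with 200 genes changed 2-fold. For NMP-like cells the direction was right for all 200 of these genes among 2708, and 94.7% of the 95% intervals covered the true value. For notochord-like cells, 94.9% of the intervals covered it among 2810 genes. Both simulated libraries were Poisson draws based on the same wild-type profile, so coverage near 95% followed from how they were drawn. The simulation checks the computation and holds no variation between libraries, pools or clusterings.

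The alternatives were no doublet removal, at most 5% mitochondrial UMIs, resolution 0.8, clustering with all variable genes, no standardization within libraries, clusters from wild type alone, clustering without cell cycle genes, thinned counts, the mean of counts per 10000 over cells, library sizes by the trimmed mean of M values (TMM), phases and scores without thinning, lower-case symbols alone or no *rrm2* in the cell cycle lists, a Wnt list without 8 named genes, and the median score. There were 2 more: a fold from the back-transformed mean of log counts, as Scanpy prints it, chosen after the values had been seen, and sub-clusters with at least 3 hypochord markers raised, the rule first used. Gene lengths and chromosomes came from the RefSeq annotation of GRCz12tu, another build than the files use, matched by symbol or synonym; no coordinates from it are given.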

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

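The tests that covered genes at least 2-fold apart and that counted unplaced genes on the chromosome of *stag2b* were chosen after the result for the 4-fold genes had been seen, whereas the tests of the share of 4-fold genes on that chromosome and of the stress genes were written before their results.

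In data the paper did not analyse gene by gene, 27 of 5375 genes differed at least 4-fold between the libraries, in the same direction, in every named class in which the higher library reached 20 CPM (at least 6 of the 11 classes), 17 of them higher and 10 lower in *stag2b-/-*. They were drawn from all classes, whereas the paper reports differential expression for NMPs, mesoderm and notochord. The largest median log2 ratios over classes were −5.65 for *CABZ01079276.1* and 4.63 for *rrm2*. Others were *exosc3* (−4.11), *gpx4a* (−3.13), *csrp1b* (4.17) and *mhc1zba* (3.18). Alleles carried along with the *stag2b* mutation on its chromosome would place many of these genes there. Of the 18 with a known chromosome, 3 (*si:dkey-102m7.3*, *exosc3* and *zgc:194246*) lie on that of *stag2b*, which is 16.7% against 4.37% of all such expressed genes (224 of 5131). Only 66.7% of the 27 genes could be placed, too few to compare these shares. Among the 63 genes at least 2-fold apart, 46 could be placed (73.0%) and 10.9% of them lay on the chromosome of *stag2b* (interval 3.62 to 23.6%), again with too few placed. Linked alleles acting on their own genes cannot have caused most of the pattern, however. Even with each unplaced gene counted on the chromosome of *stag2b*, 55.6% of the 27 genes and 65.1% of the 63 lie on others. Linkage stays open for the 3 genes on that chromosome and the 9 without a location. For the other 15, differences in strain background elsewhere in the genome and an effect of *stag2b* in all cells cannot be told apart, because each genotype is 1 library and the strain of the *stag2b-/-* pool was not compared with that of wild type.

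Heat shock and immediate early genes were lower in *stag2b-/-* outside the clusters that the paper tested. The 24 genes were listed before the counts were read, but after such genes had been seen among those lower in *stag2b-/-* NMPs in Table S4, so they were in part chosen for the pattern. Their median log2 ratio was −0.92 in neural tube-like cells, where 22 of the 24 were lower, and −1.38 in NMP-like cells. If the libraries had been handled differently, the fall would be seen in every class by a like amount. It was seen in 10 of the 11 named classes, but its size ranged from −1.38 to −0.41, and in epidermis 2-like cells (397 cells in both libraries together) the median was 1.54. A difference in handling and a difference in genotype cannot be told apart here, since each pool was dissociated as 1 library and the genes were in part chosen for the pattern. *hsp70.2*, among the largest falls in NMP-like cells, belongs to this group.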

How the results depend on the processing

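Of the tests in this part, the fold from back-transformed means was chosen after values had been seen. The thresholds for naming clusters, on which all shares rest, were set after the clusters had been seen, and the reported hypochord rule of 4 markers replaced that of 3 after the sub-clusters had been seen. A share or ratio counts as moved where it left the counting interval of the reported value, and a score where it changed more than 1.5-fold.

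The anterior paraxial mesoderm-like share was higher in *stag2b-/-* by 4.76 percentage points. The difference was 3.87 points without doublet removal, 2.74 with all variable genes, 5.50 with clusters from wild type alone and 6.58 without cell cycle genes. It reversed to −6.52 points without standardization within libraries, where clusters separated by library. It stayed within the interval at 5% mitochondrial UMIs and at resolution 0.8.

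For G0/G1 in these cells, 6.44 points higher in *stag2b-/-*, no alternative changed the direction. The difference was 8.62 points at 5% mitochondrial UMIs, 4.88 with all variable genes, 12.7 without thinning and 15.7 with lower-case symbols alone. The S share was less stable. Its difference of −1.78 points became −5.00 without cell cycle genes in the clustering, −6.72 without thinning and −7.62 with lower-case symbols alone, and it reversed to 3.34 points with all variable genes and to 0.651 without standardization within libraries. The causes were not tested.

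At resolution 0.8, 2 clusters were NMP-like, and the class was larger and of lower median depth. There alone among the clusterings, the median log2 ratio of the Wnt list in NMP-like cells did not stand out from random lists. The Wnt score difference in NMP-like cells moved from −0.0452 to −0.0126 at that resolution, and to −0.0131 without the 8 named genes. In anterior paraxial mesoderm-like cells it moved from −0.0125 to −0.0326 without standardization within libraries. The hypochord-like difference stayed within its interval under every alternative, between 3.84 and 4.82 points, the lowest with at least 3 markers, where the intervals of the libraries overlap. The sub-clustering itself kept the same settings throughout. The alternatives changed only which notochord-like cells entered it or the marker rule, so they do not test the sub-clustering.

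The NMP-like share, nearly equal in both libraries, took the opposite sign without doublet removal (−0.697 points), at resolution 0.8 (−1.81), with all variable genes (−0.0143) and without cell cycle genes (−0.0931). The posterior paraxial mesoderm-like difference of 1.70 points reversed to −0.00877 without cell cycle genes, and was between 1.02 and 11.5 points in the other alternatives. Of the gene ratios, that of *ccn2a* in notochord-like cells reversed, to −0.0451 without doublet removal; it rose to 0.27 with thinned counts, 0.50 as the mean of counts per 10000 and 0.61 as a fold of back-transformed means. The other ratios of named genes kept their direction: 248 values stayed within the counting interval and 78 moved. The causes were not tested. Of the genes the paper names here, *gdf6a*, *wnt11f2* and *vimr2* rest on the fewest UMIs.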

Differences from the paper's values

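The number of clusters at resolution 0.4 was 21, and the paper's is 13. The alternatives at that resolution gave between 20 and 23 and none gave the paper's number.

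The anterior paraxial mesoderm clusters together held about 20% of wild-type and about 27% of *stag2b-/-* cells in Fig. S8B, read by eye, out of the paper's 15298 and 21278 cells. Here the anterior paraxial mesoderm-like class held 10.6% of 17353 and 15.3% of 23185 cells. The classes and denominators are not the same, and names were rebuilt here. Both shares came within 1.5 times of those readings without standardization within libraries (28.1% and 21.6%) and with clusters from wild type alone (14.3% and 19.8%), and the *stag2b-/-* share also without cell cycle genes in the clustering (19.7%). The other alternatives did not reach them.

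In Fig. S9E, read by eye, anterior paraxial mesoderm 1 had about 25% of wild-type and about 42% of *stag2b-/-* cells in G0/G1, about 55% and about 35% in S, and about 20% and about 23% in G2/M. Cluster 4 here had 4.52% and 12.3% in G0/G1, 19.6% and 15.2% in S, and 75.8% and 72.6% in G2/M. With lower-case symbols alone, the G2/M shares were 18.4% and 16.5% and the G0/G1 share in *stag2b-/-* embryos was 61.4%, within 1.5 times of the paper's. G0/G1 in wild type (46.7%) and S (34.9% and 22.1%) were still not within 1.5 times. No alternative without thinning or without *rrm2* reached the readings. The direction of the G0/G1 and S differences is the same in both.

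The hypochord share of wild-type notochord cells was about 1% in Fig. S11D, read by eye, and 2.70% here. No alternative was within 1.5 times, the nearest being 1.73% without doublet removal. In *stag2b-/-* embryos it was about 5.3% in Fig. S11D and 6.79% here.

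For single genes, the log fold changes of Tables S4 and S8 are set on the direction of *stag2b-/-* over wild type. The paper's value for *wnt8a-1* in NMPs is −1.56 and the value here is −1.65; those without doublet removal (−1.60), at 5% mitochondrial UMIs (−1.58) and at resolution 0.8 (−1.52) fell within the error of the paper's, and the others did not. For *vox* the paper's value is −1.04 and the value here −1.16, and resolution 0.8 (−1.06) alone came within the error. For *eve1* the paper's value is −0.51 and the value here −0.58; those without doublet removal (−0.51), at 5% mitochondrial UMIs (−0.54), from wild-type clusters alone (−0.54) and without cell cycle genes (−0.54) came within the error. In notochord cells the paper's value for *tbxta* is −0.38 and the value here −0.32. It was −0.38 without doublet removal, and −0.41 as a fold of back-transformed means, which was chosen after the values had been seen. For *noto* the paper's value is −0.91 and the value here −1.14, and no alternative, from −1.25 to −1.10, came within the error. The error here is the counting interval alone.

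The paper states that *stag2b-/-* embryos have fewer posterior paraxial mesoderm cells. Here that class was larger in the *stag2b-/-* library, at 17.8% against 16.1%, and in every alternative but 1, where it was about equal (difference −0.00877 percentage points, without cell cycle genes in the clustering). In another alternative, without standardization, clusters separated by library. The class leaves out unnamed cluster 2, which has the posterior paraxial mesoderm markers *hes6* and *msgn1* among its leading genes. Cluster 2 differed by −3.39 points, more than the rise of the class. Whether these cells are fewer in *stag2b-/-* therefore depends on where cluster 2 belongs and stays open.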

Other observations

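Among the tests below, those of damaged cells, of nuclear RNA loss with mitochondria kept, of fewer low-UMI cells, of free RNA for *bmp4* and *id3*, of *rrm2* and of the *stag1* genes were chosen after the result had been seen.

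In 6 lineages (neural tube, blood and endothelium, notochord, epidermis 1, myoblast and neuron) a cluster of low UMI count lay beside one of high UMI count with the same markers. Median depth was 3132 to 6803 UMIs in the former and 14506 to 21055.5 in the latter. With unnamed cluster 2, these 7 clusters held 31.6% of wild-type cells (30.9 to 32.3%) and 23.3% of *stag2b-/-* cells (22.8 to 23.9%). Damaged cells that had leaked cytoplasmic RNA would have a higher mitochondrial share, but in 0 of 12 comparisons (6 lineages in both libraries) was it higher in the low-UMI cluster. It was 0.534 to 1.15% there and 1.56 to 3.47% in the high-UMI clusters, while ribosomal protein genes took 30.2 to 35.7% and 21.2 to 26.0% of UMIs. If part of the barcodes had lost nuclear RNA, with its introns, genes would be depleted in the low-UMI cluster the longer they are. The Spearman correlation across genes of gene length with the log2 ratio of low-UMI over high-UMI cluster lay between −0.60 and −0.45 in all 12 comparisons (−0.448 at the weakest); 86.8 to 94.6% of the genes had a length. Genes are not independent replicates, and short, highly expressed genes such as those for ribosomal proteins may contribute to this. Loss of nuclear RNA alone, with mitochondria kept, would leave the mitochondrial share equal or higher, and that was so in 0 of the 12 comparisons. Whether nuclear RNA and mitochondria were both lost, or these are cells of another state, stays open and was not tested.

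*stag2b* itself gives a related pattern. In cluster 2 it had 65.8 CPM in wild type and 15.6 CPM in *stag2b-/-*, a log2 ratio of −2.07, against 115 and 64.8 CPM in cells outside the low-UMI clusters. If unspliced *stag2b* RNA keeps part of the counts where nuclear RNA is present, its fall should be deeper in the low-UMI cluster of a lineage. It was deeper in 6 of the 6 lineages, at −2.71 to −1.31 in low-UMI and −0.96 to −0.67 in high-UMI clusters, with separate counting intervals in 3 of them. Whether the low-UMI clusters lack nuclear RNA stays open, as above, and so does this reading. Spliced and unspliced reads were not separated here.

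The larger anterior paraxial mesoderm-like class in *stag2b-/-* was weighed against 3 technical explanations. Doublets in the library with more barcodes would shrink the difference when removed, but it was 3.87 percentage points before removal and 4.76 after it. However, Scrublet marked 5.18% of wild-type and 10.7% of *stag2b-/-* barcodes, where the loading would give about 15.0% and 21.1%. Clusters were also drawn anew without removal, so this comparison cannot exclude doublets. Fewer low-UMI cells in *stag2b-/-* would leave equal shares over the other cells, but these were 15.5% (14.8 to 16.1%) and 20.0% (19.4 to 20.6%), a difference of 4.54 points. Tailbuds cut more anteriorly would lower *hox* genes of paralog groups 10 to 13 and raise those of groups 1 to 8 in neural tube-like cells. The median log2 ratio was −0.40 for the former (16 of 18 lower) and −0.0357 for the latter (14 of 24 lower), where the median gene had 0.17. Groups 10 to 13 thus fell, whereas groups 1 to 8 moved both ways and did not rise as a set. With only 1 of the 2 predicted changes seen, the level of dissection stays open. Groups 10 to 13 were below 0 in 9 of the 11 named classes, among them NMP-like cells (−0.29), the exceptions being notochord-like and epidermis 2-like cells. A change of cell fate in *stag2b-/-* also stays open and was not tested.

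*rrm2*, in the S list, differed strongly between the libraries. A lower S share through *rrm2* would need less of it in *stag2b-/-*, but its log2 ratio in anterior paraxial mesoderm-like cells was 5.05 (4.62 to 5.51), which can only raise the S score.

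Free RNA of the whole library would give *wnt8a*, *wnt8a-1* and *wnt11f2* like levels in all cells. Their CPM in epidermis 1-like cells was at most 30.6% of that in NMP-like cells, reached by *wnt11f2* in *stag2b-/-*, and under 3% for *wnt8a* and *wnt8a-1*. *bmp4* and *id3* were high in epidermis 1-like cells too, but free RNA would also reach the other classes. In the named class with the lowest level, their CPM was at most 4.38% of that in NMP-like cells, reached by *id3* in neuron-like cells of *stag2b-/-*.

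*stag1a* and *stag1b* had log2 ratios above 0 in all 11 named classes. In bulk RNA-seq the paper reports increased *stag1b*. A shift of the median gene by library composition would give them the ratio of that gene, but both lay above it in 10 of the 11 classes, the exception being *stag1b* in epidermis 2-like cells (0.20 against 0.51). In all cells together the ratios were 0.69 and 0.45, where the median gene had 0.16. Compensation among Stag paralogs is a hypothesis, and a difference between 2 single libraries is another. In these data, 1 library per genotype cannot part them. For *stag1b*, the bulk increase came from replicate pools apart from these libraries, which argues against a difference between single libraries as its only source.

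The cluster called fibroblasts in Fig. S8A is marked there by *elavl3* and *crabp1b*. Here *elavl3* led cluster 16, and *crabp1b* was among the 10 leading genes of clusters 16 and 20, which were named neuron-like, and no cluster met the criteria for fibroblasts or sclerotome in the reported clustering. The Wnt list had a median log2 ratio below that of all genes in 8 of the 11 named classes, with its lowest value in neural tube-like cells (−0.13, against 0.17 for all genes), a class the paper does not single out.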
